# Stage-Specific Expression Profiling of *Drosophila* Spermatogenesis Suggests that Meiotic Sex Chromosome Inactivation Drives Genomic Relocation of Testis-Expressed Genes

**DOI:** 10.1371/journal.pgen.1000731

**Published:** 2009-11-20

**Authors:** Maria D. Vibranovski, Hedibert F. Lopes, Timothy L. Karr, Manyuan Long

## Abstract

In *Drosophila*, genes expressed in males tend to accumulate on autosomes and are underrepresented on the X chromosome. In particular, genes expressed in testis have been observed to frequently relocate from the X chromosome to the autosomes. The inactivation of X-linked genes during male meiosis (i.e., meiotic sex chromosome inactivation—MSCI) was first proposed to explain male sterility caused by X-autosomal translocation in *Drosophila*, and more recently it was suggested that MSCI might provide the conditions under which selection would favor the accumulation of testis-expressed genes on autosomes. In order to investigate the impact of MSCI on *Drosophila* testis-expressed genes, we performed a global gene expression analysis of the three major phases of *D. melanogaster* spermatogenesis: mitosis, meiosis, and post-meiosis. First, we found evidence supporting the existence of MSCI by comparing the expression levels of X- and autosome-linked genes, finding the former to be significantly reduced in meiosis. Second, we observed that the paucity of X-linked testis-expressed genes was restricted to those genes highly expressed in meiosis. Third, we found that autosomal genes relocated through retroposition from the X chromosome were more often highly expressed in meiosis in contrast to their X-linked parents. These results suggest MSCI as a general mechanism affecting the evolution of some testis-expressed genes.

## Author Summary

During the course of *Drosophila* evolution, genes expressed in males have accumulated on the autosomes. Meiotic sex chromosome X inactivation in males was proposed, among other hypotheses, as a selective force favoring the accumulation of testis-expressed genes on the autosomes. Under such a model, the inactivation of X-linked genes would favor the accumulation of testis-expressed genes in autosomes, wherein these genes would still be expressed. In this study, we observed meiotic expression reduction for X-linked genes in *D*. *melanogaster* through a global gene expression analysis in different phases of spermatogenesis, in agreement with MSCI. In order to test the effects of MSCI on the chromosomal distribution of testis-expressed genes, we analyzed their expression pattern throughout spermatogenesis. First, X chromosome underrepresentation was restricted to testis-biased genes over-expressed in meiosis. Second, we observed that the autosomal genes retroposed from the X chromosome more often showed complementary expression in meiosis to their X-linked parents. These results support MSCI in *Drosophila*, suggesting its mechanistic role in the evolution of testis-expressed genes.

## Introduction

Sex chromosomes evolve differently than autosomes due to their distinct characteristics such as a lack of recombination between the homologues (X and Y), a different number of chromosome copies between sexes, and the proportion of heterochromatin [1]. Genomic and proteomic studies in *Drosophila*, mammals and worms reveal that male-biased genes, i.e. those that are more highly expressed in males than in females, are underrepresented in the X chromosome [2]–[7]. One possible mechanism contributing to this biased chromosomal distribution is the directional movement of testis-expressed genes out of the X chromosome. In *Drosophila* and mammals, there is a significant excess of genes retroposed from the X chromosome to the autosomes, and these genes are more likely to be expressed in testis [8]–[11]. Recently, in *Drosophila*, this observation was found to also apply for DNA-based gene duplication [12],[13].

Two evolutionary hypotheses have been proposed to explain the underrepresentation of genes expressed in males on the X chromosome. First, the meiotic sex chromosome inactivation (MSCI) hypothesis, can explain both the excess of retroposed genes from the X chromosome to the autosomes as well as the paucity of X-linked testis-expressed genes [9],[14]. According to this hypothesis, the inactivation of X-linked genes during male meiosis favors the accumulation of testis-expressed genes in autosomes where such genes can be expressed during the meiotic stage [14].

A second hypothesis, based on a model proposed by Rice [15] and by Charlesworth and co-authors [16], states that sex biased expression is driven by sexually antagonistic forces, i.e., the case of opposing selection pressure on the two sexes. In this model developed through the investigation of polymorphic equilibrium, dominant mutations with beneficial fitness effects in females, but detrimental effects in males, will have a higher probability of being fixed on the X chromosome [15], while recessive sexually antagonistic mutations will have a higher probability of being fixed on the autosomes [16]. The opposite pattern is expected for male-beneficial, female-detrimental mutations: dominant and recessive alleles will have higher probability of being fixed on the autosomes and on the X chromosome, respectively [15]. Recently, however, Patten and Haig [17] showed that male-beneficial mutations could also be fixed on the X chromosome even for some cases of dominant alleles. In addition, is important to note that Gibson and colleagues' theoretical and empirical findings [18] also suggest the X chromosome to be enriched in polymorphism for sexually antagonistic alleles.

In order to relate the sexual antagonism hypothesis to the male-biased gene chromosomal distribution, one must assume a model under which sexually antagonistic fitness variation contributes to sex-biased expression. In the model proposed by Rice [15], the paucity of X-linked male-biased genes would be a consequence of restrictive conditions for sexually antagonistic mutations. For instance, the model requires that: i) the majority of X-linked sexually antagonistic mutations are female-beneficial/male-detrimental; or ii) most male-beneficial/female-detrimental alleles are dominant [for a review, see [19]]. Although none of these requirements have been tested yet, the sexual antagonism hypothesis could explain the underrepresentation of male-biased genes on the *Drosophila* X chromosome [3],[20]. Most important, the observation of similar X chromosome underrepresentation found for somatic cells revealed that the chromosomal distribution of male-biased genes cannot be exclusively explained by MSCI [3],[20].

MSCI appears to be phylogenetically plastic: it has been observed in the X chromosome of male mammals and nematodes [21],[22], and in the Z chromosome of female birds [23]. Meiotic X chromosome inactivation in *Drosophila* males was first suggested as the cause of male sterility in mutants carrying X-autosomal translocations [14]. Recently, MSCI was investigated by inserting transgenic constructs expressing a testis-specific promoter, into different regions of the genome [24]. A reduction in the expression of reporter gene insertions into the X chromosome was observed, consistent with a MSCI model for *Drosophila*. In contrast to this result, however, a microarray-based study of male germline expression using spermatogenic arrest mutants did not detect a significant signal of MSCI [20].

In order to investigate the impact of MSCI on *Drosophila* testis-expressed genes, we conducted a global gene expression analysis of spermatogenesis in a developmental context. We compared X and autosome expression in three distinct regions of the testis, (the apical, mid- and posterior testis), that are correspondingly enriched with mitotic, meiotic and post-meiotic cells. It is important to note that in mammals, different studies [6],[25] have shown variability in gene expression reduction as a result of MSCI (e.g., a 60% to 80% X-linked expression reduction was observed in microarray-based experiments, [25]). In order to avoid an absolute definition of completely silenced expression, here we defined MSCI as a significant expression reduction in the male germline X chromosome.

Our results clearly show a small, but significant, reduction of X-linked gene expression in meiosis, consistent with MSCI. We also investigated the impact of MSCI on the chromosomal distribution of testis-expressed genes by analyzing their expression profile during spermatogenesis. MSCI was positively correlated with both the retrogene chromosomal movement and the underrepresentation of X-linked testis-biased genes. Our findings suggest MSCI as a general mechanism affecting the evolution of some testis-expressed genes.

## Results/Discussion

### Global gene expression analysis during spermatogenesis

To measure MSCI and investigate the impact of X inactivation on testis-expressed genes, we conducted a genome-wide expression analysis of wild-type males using three cell populations isolated from mitotic, meiotic and post-meiotic phases of spermatogenesis in *Drosophila melanogaster*, respectively (Materials and Methods, Table S1). 

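RNA from the apical, middle and distal regions of wild-type testes was hybridized to 9 Affymetrix Drosophila Genome 2.0 arrays, 3 biological replicates for each of the mitotic, meiotic and post-meiotic phases. Each replicate came from 250 to 500 testes of males aged 6 to 10 days. A phase is therefore a dissected region, and each region also holds somatic cells and germ cells of neighbouring phases. The meiotic cells were pressed out of the middle region, whereas the apical and distal samples were detached regions. The values are the authors' log2 hybridization intensities after RMA background correction and quantile normalization, and they were tested without a further step. Of the 18952 probe sets, 183 Affymetrix controls were set aside and 18769 were tested with limma (lmFit and eBayes, all 9 arrays in 1 fit, two-sided, Benjamini-Hochberg adjusted p under 0.05). The annotation of the array gives 1 gene symbol to 13647 of these probe sets, several to 402 and none to 4720, and the named ones stand for 11955 genes. A chromosome could be given to 2262 X-linked, 11725 autosomal and 10 Y-linked probe sets, and 85 of the autosomal ones lie on chromosome 4. For all 3266 entries held of the tables of the paper that also have an arm here, the arm was the same. A total of 17 gene lists for germline stages, somatic cells and protein complexes, 1 probe set per gene, was fixed before the data were examined, and each was tested in 2 comparisons with camera of limma. With 3 arrays in a phase, an exact test of 3 arrays against 3 cannot give a p under 0.1.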

Figure 1 details the precise regions of the testis that were isolated in this study. According to MSCI in mammals, we expected to find in *Drosophila* differential X-linked expression specific to spermatogenic meiotic cells [14],[20],[21],[24]. Therefore, our method allowed us to effectively measure the relative expression levels among the three phases and confirm MSCI.

**Figure 1:**
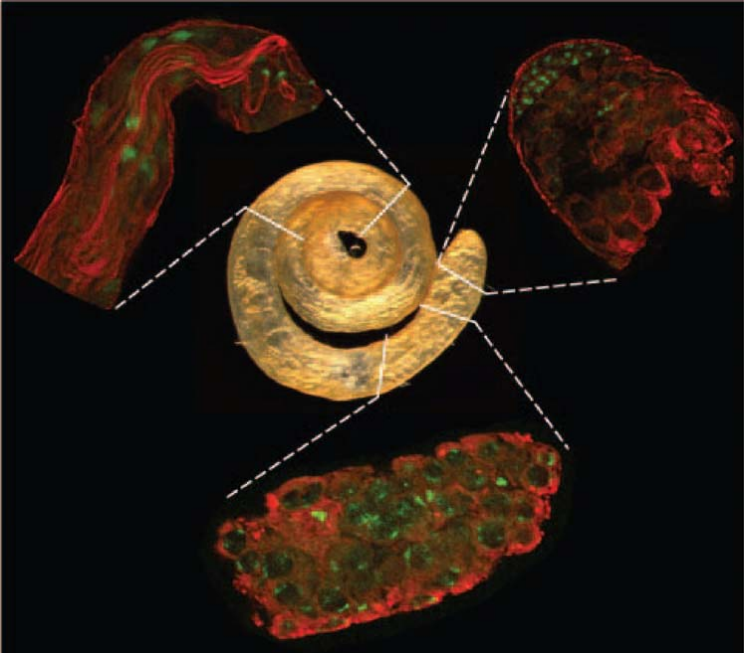
Spermatogenic tissues. Whole testis (center image) and isolated tissue samples (peripheral images in clockwise direction starting in the upper right): apical tip, proximal, and distal regions enriched with mitotic, meiotic and post-meiotic phases, respectively. Indirect immunofluorescence staining is shown in red for α-tubulin and in green for DNA. Shape and position of those cell elements differentiate cell types such as mitotic cells, spermatocytes and elongated spermatozoids.

Purification of *Drosophila* spermatogenic cells is not as straightforward as it is in mammals, where purified samples of specific germline phases can be isolated [6]. Therefore, our approach was to directly isolate testis regions enriched with RNAs from each of the three specific germline phases (Figure 1, Materials and Methods). While the cell types present at various stages of spermatogenesis are generally located in a gradient along the proximal-distal axis of the testis, most are not exclusively restricted to any one geographic region. Therefore, we used the cellular morphology of the three phases (Figure 1) as a guide to isolate cells enriched for the following cell populations: i) *apical* (*mitotic*) – enriched for apical hub stem cells, spermatogonial cysts with reduced levels of primary spermatocyte cysts; ii) *mid-region* (*meiotic*) – enriched for primary and secondary spermatocyte cysts; reduced levels of early spermatids; iii) *distal* (*post-meiotic*) – enriched for elongating spermatid cysts, individualized spermatid bundles and coiled spermatozoa, reduced levels of spermatocyte cyst cells. Careful dissection of these landmark regions produced exceptional reproducibility of the data as confirmed by the high correlation within replicates from the same spermatogenic phases (r 0.993, Figure S2).

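Gene expression differed most between the mitotic and the post-meiotic samples and least between replicates of a phase. Across the 18769 probe sets, Pearson's r between replicates of a phase ranged from 0.993 to 0.998, and the lowest value belonged to the post-meiotic phase. Between phases, r was 0.939 to 0.958 for mitosis and meiosis, 0.875 to 0.891 for meiosis and post-meiosis, and 0.826 to 0.843 for mitosis and post-meiosis. These correlations are taken across probe sets, which are not independent replicates.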

In order to evaluate the cell content of mitotic, meiotic and post-meiotic samples, we examined our dataset for individual genes known to be expressed in specific spermatogenic stages. For instance, genes known to be involved in early spermatogenic processes are highly expressed in the mitotic phase, followed by decreased expression in meiosis and post-meiosis (Figure 2). For example, *bag-of-marbles* and *benign gonial cell neoplasm* genes act early in the *Drosophila* germ cells and their mutations prevent progression through spermatogenesis and cell differentiation [26]. Both genes were over-expressed in our mitotic sample (Figure 2), which, in overall, showed enrichment for genes involved in early spermatogenic processes (Fisher exact test, P 0.014). On the other hand, genes expressed in spermatocytes, such as *K81*, showed a peak of expression in meiosis (Figure 2). 

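Genes of germline stem cells and spermatogonia were highest in the mitotic sample and lower in both later phases. Of the 12 measured genes of this list, 10 fell from mitosis to meiosis and 2 did not pass the test, with a median change of -1.78 on the log2 scale (10 also fell when adjusted over the list alone). The largest falls were those of piwi (-2.90, SE 0.11, adjusted p = 2.1e-09), which keeps germline stem cells and silences transposons, and of zpg (-2.89, SE 0.09, adjusted p = 7.4e-10), a germline gap junction gene. aub, another gene of the piRNA pathway, fell by 2.54, and the X-linked Phf7, a chromatin reader of the male germline, fell by 2.29. Of the 12 genes, 11 fell from meiosis to post-meiosis and 1 did not pass (median -1.12, 11 fell when adjusted over the list alone). The list as a whole was lower in meiosis by camera with an adjusted p of 7.7e-05 (adjusted p = 0.188 with an estimated correlation) and lower again in post-meiosis with an adjusted p of 0.0012 (adjusted p = 0.281 with an estimated correlation). All 15 measured genes of DNA replication fell from mitosis to meiosis, also when adjusted over the list alone, with a median of -1.22 (camera adjusted p = 5.2e-06, adjusted p = 0.114 with an estimated correlation). Among them, CycE, which drives entry into S phase, fell by 2.80, and changes were -1.81 for the replication licensing gene Cdc6, -1.78 for the ribonucleotide reductase subunit RnrL and -1.77 for the X-linked helicase subunit Mcm3. In the step to post-meiosis 9 of these 15 fell and 6 did not pass, also when adjusted over the list alone (median -0.91, camera adjusted p = 0.0175, adjusted p = 0.281 with an estimated correlation). Of 10 muscle genes of the testis sheath, 7 fell over the step from mitosis to meiosis, without the list as a whole passing (camera adjusted p = 0.102).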

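The transcript of bam, which ends the dividing spermatogonial stage, fell steeply at each step, whereas that of bgcn, its partner in translational control, fell by much less. The intensity (log2) of bam was 9.49 ± 0.16 (SD, n = 3) in mitosis, 7.23 ± 0.25 in meiosis and 4.63 ± 0.08 in post-meiosis. The change of bam from mitosis to meiosis was -2.26 (SE 0.12, adjusted p = 1.1e-08) and that from meiosis to post-meiosis -2.60 (adjusted p = 7.5e-10). The intensity of bgcn was 11.21 ± 0.05 (SD, n = 3), 10.88 ± 0.0023 and 10.21 ± 0.16 in the same order, a change of -0.33 (SE 0.09, adjusted p = 0.0070) and then of -0.67 (adjusted p = 2.2e-05). Both genes were lower in every meiotic array than in every mitotic one (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Table S3 places bgcn on arm 2R from 19740800 to 19746314, by the Affymetrix annotation that Text S1 names, without a genome release. Another member of the same repressor complex, tut, had a change of -0.21 from mitosis to meiosis (adjusted p = 0.159) and fell by 3.20 from meiosis to post-meiosis. Of 7 measured genes of the mitotic cell cycle, 2 rose from mitosis to meiosis, 2 fell and 3 did not pass, with the same counts when adjusted over the list alone. The median of this list was 0.05, its mean -0.02 and the direction of camera upward (adjusted p = 0.861). The 2 that rose were fzy, an activator of the anaphase-promoting complex (0.39), and the cyclin gene CycB3 (0.53). Of the 2 that fell, aurB (-0.29, adjusted p = 0.0492) lost the call with any 1 of the 6 arrays left out (adjusted p 0.0725 to 0.132) and with cyclic loess (-0.02, adjusted p = 0.914). All 7 fell from meiosis to post-meiosis, also when adjusted over the list alone (median -2.17, camera adjusted p = 0.0012, adjusted p = 0.0852 with an estimated correlation), with changes of -4.86 for fzy and -4.24 for CycB3.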

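The mitofusin gene fzo, which acts in the fusion of spermatid mitochondria, peaked in the meiotic sample, and most genes transcribed in spermatocytes were higher there than in mitosis. Its intensity (log2) was 9.32 ± 0.01 (SD, n = 3) in mitosis, 11.49 ± 0.11 in meiosis and 7.31 ± 0.20 in post-meiosis, changes of 2.17 (SE 0.10, adjusted p = 4.8e-09) and then of -4.18 (adjusted p = 2.9e-12). K81 has no named probe set on the array annotation used here and was not analysed here. Of the 18 measured genes of the spermatocyte list, 15 rose from mitosis to meiosis, 1 fell and 2 did not pass, with the same counts when adjusted over the list alone. S-Lap5, a leucyl aminopeptidase of sperm, rose by 1.26, the dynein chain gene Dic61B by 1.22 and the meiotic translation regulator bol by 1.02, whereas the RNA-binding protein gene Rbp4 fell by 0.77. The median of the list was 0.64 (camera adjusted p = 7.7e-05, adjusted p = 0.188 with an estimated correlation), but with cyclic loess between arrays it was -0.07 and the adjusted p was 0.661. In post-meiosis 6 of these genes rose, 6 fell and 6 did not pass, also when adjusted over the list alone, with a median of -0.0051 (camera adjusted p = 0.825). Of the 13 measured genes of the meiotic arrest list, 2 rose from mitosis to meiosis, 8 fell and 3 did not pass, also when adjusted over the list alone (median -0.35, -0.28 with cyclic loess, camera adjusted p = 0.0937). Of this list sa had an intensity of 11.09 ± 0.10 (SD, n = 3) in mitosis and 11.20 ± 0.07 in meiosis, a difference of 0.11 (SE 0.09, adjusted p = 0.331), and then fell to 8.55 ± 0.12 (change -2.66, adjusted p = 3.3e-11). Also of this list, wuc and the homeobox gene vis changed by -0.92 and 0.31 from mitosis to meiosis (adjusted p = 4.0e-05 and 0.0111). All 13 fell from meiosis to post-meiosis, also when adjusted over the list alone, with a median of -2.74 (camera adjusted p = 1.5e-06, adjusted p = 0.0706 with an estimated correlation), with changes of -4.95 for vis, -4.40 for kmg and -4.37 for wuc. Table S3 gives the positions 19027357 to 19029756 on arm 3R for fzo and 21398610 to 21399796 on arm 3L for sa. They come from the Affymetrix annotation that Text S1 names, without a genome release.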

*K81* is a paternal effect gene showing a post-fertilization phenotype but known to be exclusively expressed in primary spermatocytes [27]. Additionally, genes such as *schuy* and CG31858 showed low levels of mitotic expression followed by an increase in expression during meiosis, but peaking in the post-meiotic phase (Figure 2). 

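Both schuy and CG31858, named t-cup in the annotation, rose at each step and were highest in post-meiosis. The intensity (log2) of schuy was 10.41 ± 0.20 (SD, n = 3) in mitosis, 11.90 ± 0.10 in meiosis and 12.67 ± 0.11 in post-meiosis, changes of 1.5 (SE 0.11, adjusted p = 7.6e-08) and 0.77 (adjusted p = 2.9e-05). For t-cup it was 9.10 ± 0.16, 10.93 ± 0.05 and 12.12 ± 0.08 (SD, n = 3), changes of 1.83 (SE 0.09, adjusted p = 6.8e-09) and 1.19 (adjusted p = 9.9e-08). All 16 measured comet and cup genes rose from mitosis to meiosis, also when adjusted over the list alone, with a median of 1.15 (camera adjusted p = 1.3e-06, adjusted p = 0.188 with an estimated correlation). The step to post-meiosis split them: 4 rose, 8 fell and 4 did not pass, also when adjusted over the list alone, with a median of -0.30 (0.00 with cyclic loess) and a camera adjusted p of 0.658. Among the 8 was wa-cup, which rose by 1.55 and then fell by 0.94. All 8 measured genes of sperm chromatin rose from mitosis to meiosis, also when adjusted over the list alone (median 1.03, camera adjusted p = 1.9e-04, adjusted p = 0.188 with an estimated correlation). The protamine gene Mst35Bb, named ProtB in the annotation, rose by 1.30, from 10.55 ± 0.30 (SD, n = 3) to 11.85 ± 0.06, and then by 0.43 to 12.28 ± 0.10 (adjusted p = 0.0096), and the transition protein gene Tpl94D rose by 1.07 between mitosis and meiosis. In the later step 2 of the 8 rose, 3 fell and 3 did not pass, also when adjusted over the list alone, with a median of 0.14 that turned to -0.01 when each array was centred on its median (camera adjusted p = 0.969). Of 12 genes of axonemal dyneins and the sperm tail, 10 rose from mitosis to meiosis and 2 did not pass, also when adjusted over the list alone (median 1.02, camera adjusted p = 1.9e-04, adjusted p = 0.188 with an estimated correlation), with rises of 1.76 for Mst36Fa, 1.68 for Tektin-A and 1.65 for the X-linked Dhc16F. In the later step 4 of the 12 rose, 3 fell and 5 did not pass, also when adjusted over the list alone, with a median of 0.07 (-0.08 with centred arrays), a mean of -0.01 and a camera adjusted p of 0.951. In the positions of Tables S3 and S1, schuy lies on arm 3L from 19979176 to 19981172, CG31858 on 2L from 12496644 to 12497295 and Mst35Bb on 2L from 14882100 to 14883715. These positions come from the Affymetrix annotation that Text S1 names, without a genome release.

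**Figure D1:**
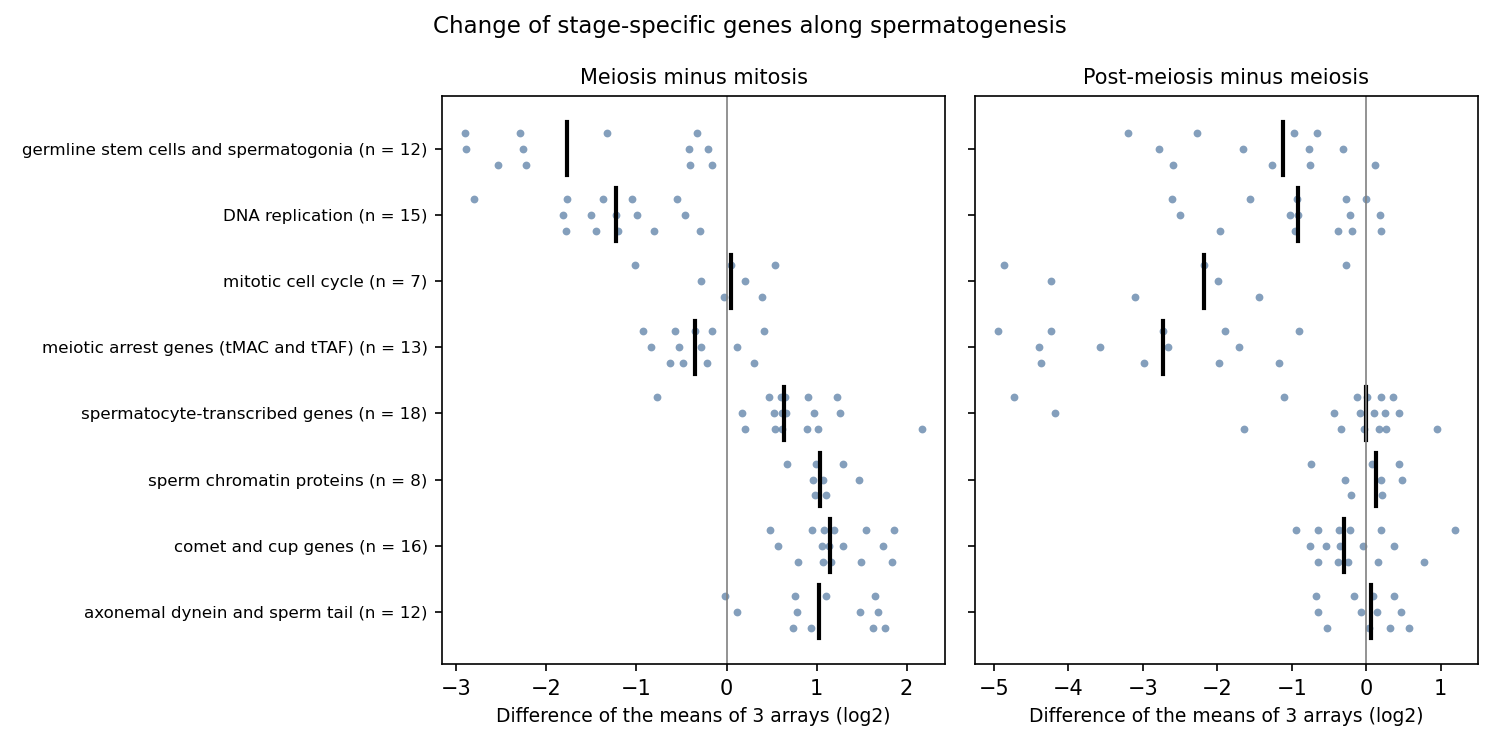
Change in intensity (log2) of each measured gene of 8 germline lists, from mitosis to meiosis in 1 panel and from meiosis to post-meiosis in the other, with points for genes and bars for the median of each list. The comet and cup genes had a median of 1.15 in the earlier step and of -0.30 in the later one (0.00 with cyclic loess), and the spermatocyte genes a median of 0.64 in the earlier step (-0.07 with cyclic loess).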

Using *in situ* hybridization, a recent study showed that these genes are transcribed in post-meiosis [28]. These genes have been categorized and named as *comet* and *cup* genes according to their transcript localization patterns, since both are found in the end of elongated spermatids [28].

**Figure 2:**
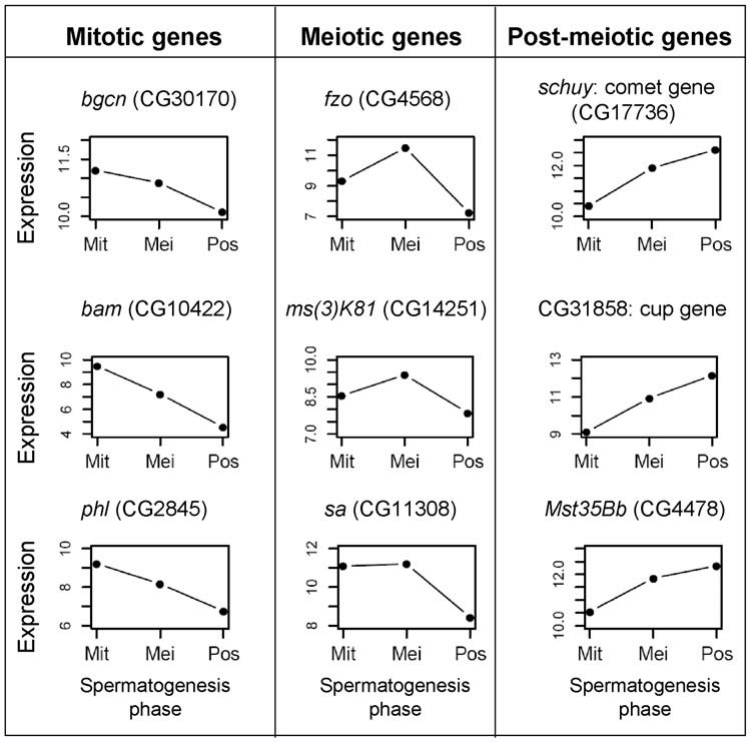
Expression profile for spermatogenic genes. Examples of expression observed in our database for genes known to be involved in mitotic, meiotic and post-meiotic spermatogenic processes. X axes: Mit stands for mitosis, Mei for meiosis and Pos for post-meiosis. Expression is given as microarray intensity (log2). Gene symbol: *bgcn*, *benign gonial cell neoplasm*; *bam*, *bag of marbles*; *fzo*, *fuzzy onions*; *phl*, *pole hole*; *sa*, *spermatocyte arrest*.

In summary, our samples were enriched with stage-specific cells and gene expression profiles can be accessed via the public database SpermPress (http://pondside.uchicago.edu/~longlab/spermpress). 

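The genes with the largest changes set the phases far apart. From mitosis to meiosis the largest falls were those of CG33281 (-4.15 on the log2 scale, SE 0.11, adjusted p = 2.0e-10), CG16898 (-3.98), Phs (-3.68) and lola, a transcription factor gene (-3.45). Among the largest rises over the same step were 2.78 for the noncoding RNA lncRNA:CR40053 (SE 0.14, adjusted p = 5.9e-09), 2.51 for CG30161 and 2.36 for CG10834. From meiosis to post-meiosis CG6357 rose by 6.73, CG16898 by 6.01, CG42828 by 5.66 and CG33281 by 5.58, so that CG33281 and CG16898 had their lowest intensity in meiosis. The largest falls in that step were those of the X-linked CG34434 (-7.06), of CG32259 (-6.85), of nsr (-6.72) and of the testis bromodomain gene tbrd-2 (-6.03). Of 18769 probe sets, 4566 rose and 4943 fell from mitosis to meiosis, and 9260 did not pass the test. From meiosis to post-meiosis 7100 rose, 5212 fell and 6457 did not pass. The 3 arrays of one phase did not overlap those of the other for 12110 probe sets (64.5%) in the earlier step and for 13029 (69.4%) in the later one, where chance gives 10%. In the earlier step 48.0% of the called changes were rises, but 56.7% when each array was centred on its median and 47.4% with cyclic loess. In the later step 57.7% of the called changes were rises, but 43.0% when each array was centred on its median and 50.8% with cyclic loess, and the median change of all probe sets moved from 0.13 to -0.02 and 0.01.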

While our samples do not perfectly separate the three phases of spermatogenesis, our cell enrichment technique and the high degree of reproducibility in the replicate datasets should be enough to detect the reduction of X-linked expression during meiosis, as expected under MSCI.

### MSCI in *D. melanogaster*

The existence of MSCI in *Drosophila* was recently investigated using reporter gene constructs whose expression was driven by a testis specific promoter [24]. In this study, the authors observed a significant reduction in the expression of constructs inserted into the X chromosome when compared to those inserted into the autosomes, and proposed this was consistent with the existence of MSCI. In contrast, a recent microarray survey of male germline expression using spermatogenic arrest mutants found no evidence for MSCI [20]. However, the mutants used in this study were completely depleted of later meiotic cells, compromising the overall investigation of meiotic MSCI [20].

We decided to directly confirm meiotic effects of MSCI in *D. melanogaster* by comparing the expression profile of the X chromosome and autosomes during the three stages of spermatogenesis. MSCI leads to a clear expression prediction: there should be a significant decrease in the expression of X-linked genes when compared to autosomal-linked genes exclusively during the meiotic phase.

Conventional microarray analyses based on average expression intensities, such as the one previously used to investigate the existence of X inactivation [20],[29] lose important information (such as variation and distribution of the expression signals), potentially compromising statistical hypothesis testing. Such limitations may be particularly important regarding the X chromosome expression reduction expected during MSCI [20]. There are two main statistical concerns we aimed to address: 1). how to deal with the variation unavoidably introduced by factors such as expression fluctuation among repeated experiments; and 2). how to deal with the small proportion of non-germline cells mixed in our samples. To approach these two issues, we introduced Bayesian statistical models for analyzing our data and testing the hypothesis of MSCI. This approach permitted the use of the data in its entirety to simultaneously estimate proportions of under-, over- and equally expressed genes in meiosis, while comparing X chromosome and autosomal distributions (Model A in Statistical Analyses, Methods in Text S1; Figure 3) [30]. The test avoided the specification of arbitrary thresholds commonly employed such as fold change methods [3],[31]. It also eliminated errors introduced by multiple hypothesis testing [32].

**Figure 3:**
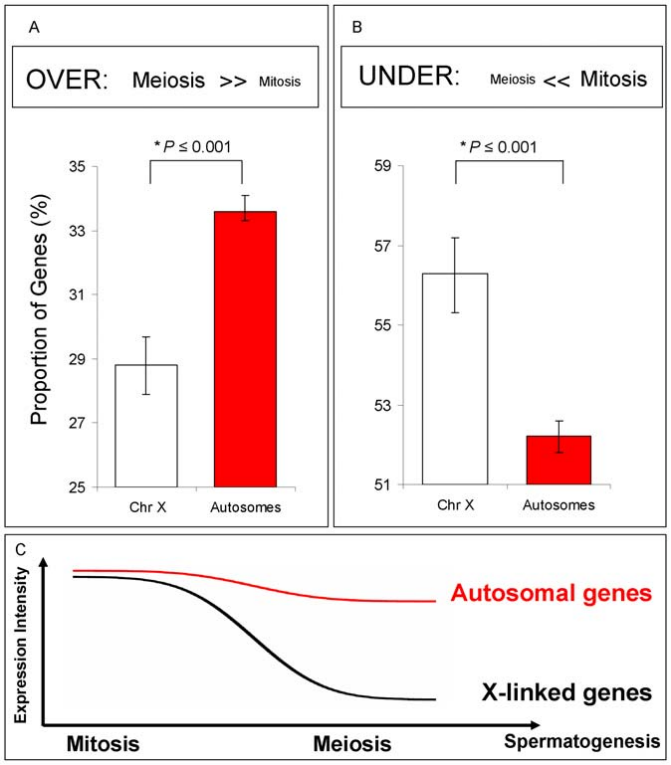
Spermatogenic gene expression for X-linked and autosome-linked genes. Mitotic and Meiotic relative profiles for genes known to be expressed in testis (Flyatlas) (A) and (B) Proportions of genes and their respective Bayesian 95% Confidence Intervals in each of the following classes: (A) Genes over-expressed in meiosis (expression in meiosis >> expression in mitosis); (B) Genes under-expressed in meiosis (expression in meiosis << expression in mitosis). For all comparisons (A) and (B), X chromosome gene proportions are significantly different than autosomal gene proportions (*P stands for *Bayesian P*, Methods in Text S1). (C) Spermatogenic diagram summarizing expression results in (A) and (B). A significant proportion of X-linked genes has reduced expression in meiosis, but not in mitosis.

Our Bayesian approach modeled the proportions of genes from the X chromosome and autosomes that were over-, under- and equally expressed in meiosis relative to other spermatogenic phases. X inactivation could thus be observed as an excessive number of X-linked genes under-expressed in meiosis, *i.e.*, with expression reduction in meiosis. On the other hand, if the X chromosome is active, we would expect to observe no difference between autosomal and X chromosome proportions of over-, under- and equally expressed genes.

We restricted our analyses to those genes that had been previously shown to be expressed in whole testis microarray experiments (Flyatlas presence call, Table S1). In our genome-wide phase analysis, we detected a significant under-expression of X-linked genes compared to autosome-linked genes in meiosis relative to mitosis (Figure 3A and 3B). 

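X-linked probe sets were less often over-expressed and more often under-expressed in meiosis than autosomal ones. Model A of Text S1, a mixture of a pair of normal distributions, was fitted by Gibbs sampling to the difference of the phase means over all 2262 X-linked and, separately, all 11725 autosomal probe sets. The presence calls of Flyatlas are held here for a part of the 18801 entries of Table S1, those of arm 2L and of a part of 2R, so no restriction to them was applied. Of X-linked probe sets 29.1% (95% posterior interval 27.5 to 30.8) were over-expressed in meiosis relative to mitosis, against 33.9% (33.2 to 34.7) of autosomal ones. For under-expression the shares were 43.4% (42.1 to 44.7) on the X and 39.1% (38.6 to 39.6) on the autosomes. In 0 of 2000 draws did either difference have the other sign. These intervals cover the classes of the probe sets, not the spread between testis samples.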

In the meiotic phase, the proportion of over-expressed X-linked genes was significantly reduced when compared to the autosome-linked genes (Figure 3A; Bayesian P≤0.001), whereas the proportion of under-expressed X-linked genes was increased, as indicated by the distribution of X-linked and autosome-linked genes (Bayesian P≤0.001) (Figure 3B). 

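Counted by the class of each probe set, 517 of 2262 X-linked probe sets (22.9%) and 3210 of 11725 autosomal ones (27.4%) were over-expressed in meiosis, a difference of -4.52 percentage points (two-sided Fisher exact test over probe sets, p = 6.9e-06). Under-expression was found for 971 X-linked (42.9%) and 4568 autosomal probe sets (39.0%), a difference of 3.97 points (Fisher exact test, p = 4.3e-04). The X-linked genes that fell include Prosalpha4 and Rpt3 of the proteasome, with changes of -1.75 and -1.67 (adjusted p = 1.7e-08 and 2.6e-08). Sdic3, an X-linked dynein gene of the sperm tail, rose by 0.76 (adjusted p = 7.9e-04). Over brighter probe sets the difference for over-expression was by Fisher exact tests -4.38 points at a mean log2 intensity of at least 6 (p = 6.8e-04), -2.69 at 7 (p = 0.0786) and 0.40 at 8 (p = 0.845). For under-expression it was by Fisher exact tests 2.51 points at an intensity of at least 6 (p = 0.0691), 1.22 at 7 (p = 0.445) and -0.66 at 8 (p = 0.759). With cyclic loess between arrays, over all probe sets, it was -1.79 for over-expression (Fisher exact test, p = 0.0894) and 2.67 for under-expression (p = 0.0144). The paper sets the difference in the under-expressed shares beside the reduction of X expression in meiosis that its definition of MSCI expects.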

The difference between the proportion of autosome-linked and X –linked genes under-expressed in meiosis (Figure 3B) is in agreement with the expression reduction of the X chromosome in meiosis expected by our previous definition of MSCI (Figure 3C). 

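Over the complete set of probe sets, the change from mitosis to meiosis was slightly lower on the X than on the autosomes. The median change was 0.0030 for X-linked and 0.057 for autosomal probe sets, a difference of -0.054 (95% bootstrap interval -0.076 to -0.034, two-sided permutation test, p = 1e-05, the smallest that 100000 permutations give). That test takes neighbouring probe sets as independent, and when a stretch as long as the X was moved along all chromosomes, a test added after the data were seen, 32 of 1399 positions, those overlapping the X included, differed as much (share 0.0229, no p value, since the positions overlap one another). Chromosome 4 and the Y chromosome stood further apart: the 85 probe sets of chromosome 4 had a median of -0.21 and the 10 of the Y chromosome a median of 1.46. The arms 2L, 2R, 3L and 3R differed from the other autosomal probe sets by 0.019, -0.015, -0.0016 and 0.0040. The X-linked difference depended on the level of expression. Of 10 bins of mean intensity, X-linked probe sets were lower than autosomal ones in 4, all among the dimmer bins, and higher in 1 of the brighter bins (permutation tests, adjusted p under 0.05). It was -0.082 in the fourth bin (adjusted p = 0.0015) and 0.19 in the eighth (adjusted p = 0.0446). Averaged over bins by the number of X-linked probe sets, the difference was 0.0063 (permutation test within bins, p = 0.776).

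**Figure D2:**
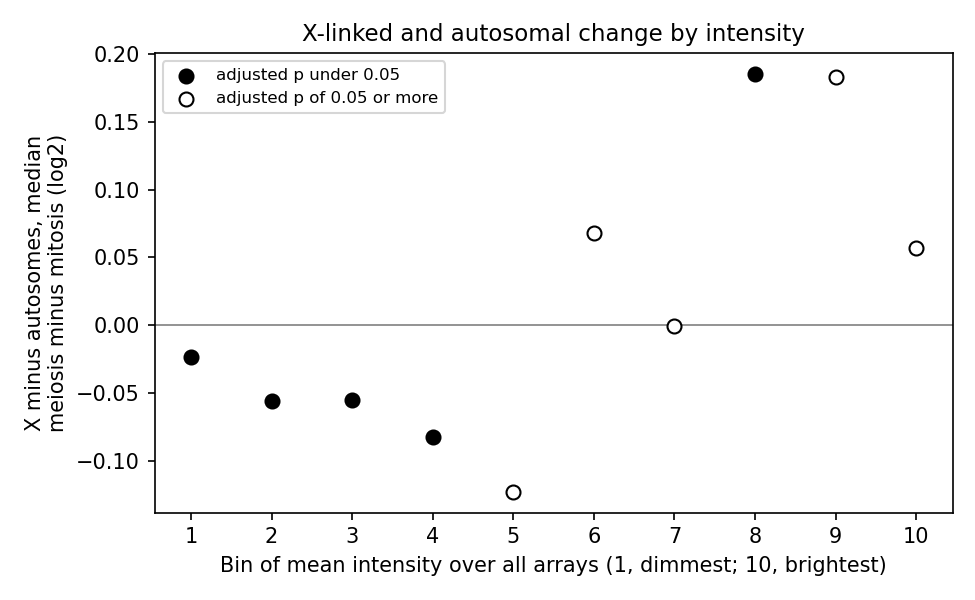
Median change in intensity (log2) from mitosis to meiosis of X-linked minus autosomal probe sets within 10 bins of mean intensity, dimmest on the left, with filled points where a permutation test gave an adjusted p under 0.05. The filled points lie below 0 in 4 of the dimmer bins and above 0 in 1 of the brighter bins.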

Similar results were obtained when using the complete dataset of genes, instead of only those already known to be expressed in testis (Figure S3C).

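With a change of at least 2-fold in place of Model A, 169 of 2262 X-linked probe sets (7.47%) and 1400 of 11725 autosomal ones (11.9%) were over-expressed in meiosis relative to mitosis, a difference of -4.47 percentage points (two-sided Fisher exact test, p = 1.3e-10). Under-expression of at least 2-fold was found for 279 X-linked (12.3%) and 1334 autosomal probe sets (11.4%), a difference of 0.957 points (Fisher exact test, p = 0.196). These 2-fold shares were not compared by level of expression. X-linked genes past this threshold include nocte, with a change of -2.63 (adjusted p = 5.4e-09), and CG8260, with a change of 2.02 (adjusted p = 5.6e-09).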

The clear separation of chromosome proportions for each class detected by our Bayesian model contrasts with the results obtained using an arbitrary twofold change threshold in the same data (Figure S3D, Methods in Text S1). This is a result of the increased power of the Bayesian approach for detecting genome-wide expression differences and of the negligible within-gene variability compared to between gene-variability produced by our experimental replicates.

Although we observed a significant reduction in meiotic expression on the X chromosome, it is clear that such reduction does not meet the textbook definition of “X inactivation”, that is, the complete silencing of expression. Indeed, we observed a fairly small (10%) average X-linked gene meiotic expression reduction when compared to genes in the autosomes, which does not indicate whole-scale inactivation of the X (94% vs. 84% for autosomal- and X-linked genes, respectively).

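Average expression in meiosis relative to mitosis was a little lower on the X than on the autosomes. As 2 to the power of the mean log2 difference, meiotic expression was 92.1% of mitotic expression for 2262 X-linked probe sets and 99.2% for 11725 autosomal ones. Averaged as linear ratios instead, it was 104.8% on the X and 116.7% on the autosomes, both above the mitotic level. By replicate number the X-linked values were 91.8%, 92.5% and 92.0%, and the autosomal ones 99.4%, 99.6% and 98.5%. Within each array, the median intensity (log2) of X-linked minus autosomal probe sets was -0.18 ± 0.015 (SD, n = 3) in mitosis, -0.30 ± 0.035 in meiosis and -0.19 ± 0.025 in post-meiosis. Every meiotic array was lower in this measure than every mitotic and every post-meiotic array (two-sided exact permutation tests, p = 0.1 for each, the smallest that 3 arrays against 3 allow), and post-meiosis differed from mitosis by -0.012 (exact p = 0.7).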

Moreover, the reduction observed in our experiments is considerably different (shows lower reduction magnitude) from the one obtained by Hense and co-authors using transgenic construct insertions [24]. The expression of transgenes inserted into the X observed by Hense *et al*., however, was universally reduced (between 3.4 to 10-fold) compared to transgenes inserted into the autosomes [24]. There are differences in the experimental properties that could account for the discrepancies obtained by the two experiments. First, Hense and co-authors analyzed construct insertions for the promoter of a gene highly and specifically expressed in testis [24], whereas our analysis includes the expression profile of all *D. melanogaster* gene products. This difference *per se* could generate discrepant observations of expression reduction. Indeed, Hense and co-authors [24] commented that their system may be especially sensitive for detecting X-inactivation because they used a minimal promoter from a gene that appears to be expressed relatively late during spermatogenesis. Second, the two studies used different methods to measure RNA intensity. Hense *et al*. measured RNA level by -Galactosidase activity and qRT-PCR, whereas we used a microarray technique [24]. These methods can present differences in resolution and expression variation. For instance, Hense and co-authors observed a lot of variation in expression reduction of the X chromosome, depending on the method used: -Galactosidase activity showed a 10-fold difference, whereas qRT-PCR showed 3.4-fold difference [24]. 

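Genes under-expressed in meiosis ranged from small to steep falls, and the steepest were not particular to the X. Over the 5539 probe sets under-expressed by Model A, mitotic expression exceeded meiotic expression by a mean factor of 1.90 (SD over probe sets 1.08), with a median of 1.57. The mean was 1.85 for the 971 X-linked and 1.91 for the 4568 autosomal probe sets. Among the autosomal genes, the changes of jumu and woc, which encode transcription factors, were -3.22 and -3.24 on the log2 scale (adjusted p = 2.8e-10 and 1.9e-09), and that of scrib, a cell polarity gene, was -3.38 (adjusted p = 1.2e-08). Each of these 3 genes was lower in every meiotic array than in every mitotic one.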

In our experiments, genes found to be under-expressed in meiosis showed an average two-fold expression reduction in meiosis compared to mitosis (Figure S4). However, individual gene expression reduction varied from 1.068 to 17.70 fold. 

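The smallest reduction among these probe sets was 1.05-fold and the largest 17.8-fold, the latter for CG33281 on arm 2L. The largest reduction of an X-linked probe set was 8.67-fold, for Pa1, whose intensity (log2) went from 9.30 ± 0.22 (SD, n = 3) in mitosis to 6.18 ± 0.29 in meiosis (adjusted p = 4.2e-09).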

Third, the heterogeneous cell makeup in our experiments could have obscured the signal on the microarray. Our samples were enriched with cells from different stages and therefore do not represent pure cell types. Other possible discrepancies also could account for our different results (e.g. transgene insertions can be affected more strongly by different chromatin structures, or X chromosome expression reduction can arise during later phases of meiosis).

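Expression of X-linked genes went both ways from mitosis to meiosis. By limma, 516 of 2262 X-linked probe sets rose (22.8%) and 782 fell (34.6%), against 3431 (29.3%) and 3657 (31.2%) of 11725 autosomal ones. After Pa1, the largest falls were those of Tlk, a chromatin kinase gene (-3.03, SE 0.14, adjusted p = 4.5e-09), of the mRNA-binding protein gene Imp (-3.03, SE 0.17, adjusted p = 1.2e-08), of the nuclear pore gene Nup153 (-2.90) and of Inx2, a gap junction gene of somatic cyst cells (-2.79). The largest X-linked rises were 2.29 for CG12985 (SE 0.11, adjusted p = 5.3e-09), 2.02 for CG8260 and 1.95 for l(1)G0196. CG12985 was high in the meiotic sample alone, with intensities (log2) of 5.96 ± 0.11 (SD, n = 3) in mitosis, 8.25 ± 0.19 in meiosis and 5.86 ± 0.14 in post-meiosis. The transcript of l(1)G0196 went on to rise by 1.13 in post-meiosis, whereas that of CG8260 fell by 2.02.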

Our global gene expression analysis, however, clearly showed that not all X-linked genes were affected in the same way, i.e., not all X-linked genes were under-expressed in meiosis. The fact that our samples were enriched with cells from different spermatogenesis stages rather than corresponding to pure samples could explain this result. On the other hand, MSCI in *Drosophila* might not be globally homogeneous, and therefore might be similar to what occurs in mammals [33].

Despite the discrepancies between our results and those of Hense *et al*. [24], it is important to note the similarities between them. Both showed a significant X chromosome expression reduction in male meiosis. The two studies used different yet complementary approaches and methods but reached similar conclusions. Our results form an independent and direct genomic test for the hypothesis of MSCI, which was indirectly supported by Hense and co-authors [24]. Moreover, the large-scale gene expression data of male meiosis provided by our study thus allowed us to investigate the evolutionary effects of meiotic expression reduction on X-linked testis-expressed genes, such as retrogene chromosomal relocations (see below).

The X chromosome has a paucity of testis male-biased genes (most likely male-biased germline cells) [3]–[5], and could be consequently enriched with non male-biased testis somatic genes. Therefore, one could argue that a lower proportion of somatic tissue in our meiotic sample (for example, absence of testis sheath), when compared to the mitotic sample, could account for the lower expression of X-linked genes. There are at least two arguments against this interpretation. First, most of the transcription in the testis occurs in germline cells and therefore somatic expression is unlikely to make a significant contribution [34]. Second, the paucity of male-biased X-linked genes was also observed for somatic tissues (in gonadectomized males) and therefore somatic testis genes probably show the same expression pattern [3]. Therefore, in all likelihood, differences in the amount of somatic and germline cells in our samples, did not make a major contribution to chromosomal expression differences.

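Most muscle genes of the testis sheath were lower in the meiotic than in the mitotic sample, and most were highest in the post-meiotic one. Of 10 measured muscle genes, 7 fell from mitosis to meiosis, 2 rose and 1 did not pass (8 fell and 2 rose when adjusted over the list alone), with a median of -0.82 (camera adjusted p = 0.102, 0.0442 without mitotic replicate 3, and 0.475 with an estimated correlation). From meiosis to post-meiosis 9 rose and 1 fell, also when adjusted over the list alone, with a median of 2.90 (camera adjusted p = 4.2e-04, adjusted p = 0.281 with an estimated correlation). The myosin light chain gene Mlc1 went from 8.42 ± 0.33 (SD, n = 3) in mitosis to 6.00 ± 0.09 in meiosis and 10.90 ± 0.15 in post-meiosis, and Mlc2, the troponin gene up and the projectin gene bt changed by -1.31, -1.29 and -1.02 and then by 4.00, 3.14 and 3.59. Act87E, an actin gene of this list, rose at both steps, by 1.55 and 1.21. Of 13 genes of the hub and somatic cyst cells, 4 rose, 5 fell and 4 did not pass at each step, also when adjusted over the list alone. The median of this list was -0.07 from mitosis to meiosis (camera adjusted p = 0.861) and 0.03 from meiosis to post-meiosis, where its mean was -0.18 and its median -0.12 with centred arrays and -0.19 with cyclic loess (camera adjusted p = 0.978). Its members moved apart: zfh1, of cyst stem cells, fell by 1.76 and so, a homeobox gene, rose by 1.41 from mitosis to meiosis, and in the next step hh rose by 2.85 whereas esg (-3.47) and chinmo (-2.84) fell. Of 13 accessory gland and ejaculatory duct genes, 3 rose, 1 fell and 9 did not pass from mitosis to meiosis, also when adjusted over the list alone (median 0.07, -0.01 with cyclic loess, camera adjusted p = 0.730), and 3 rose, 2 fell and 8 did not pass in the next step (2 rose and 2 fell when adjusted over the list alone, median -0.03, camera adjusted p = 0.978). The seminal fluid gene Acp36DE of this list rose by 0.43 and then fell by 3.72. Of 11 fat body and hemocyte genes, 4 rose, 1 fell and 6 did not pass at the earlier step (3 rose and 1 fell when adjusted over the list alone, median 0.18, camera adjusted p = 0.245), and 6 rose, 2 fell and 3 did not pass at the later one, also when adjusted over the list alone (median 0.27, camera adjusted p = 0.332). The lipoprotein gene apolpp rose by 1.12 and the yolk protein gene Yp3 fell by 1.14 from mitosis to meiosis.

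**Figure D3:**
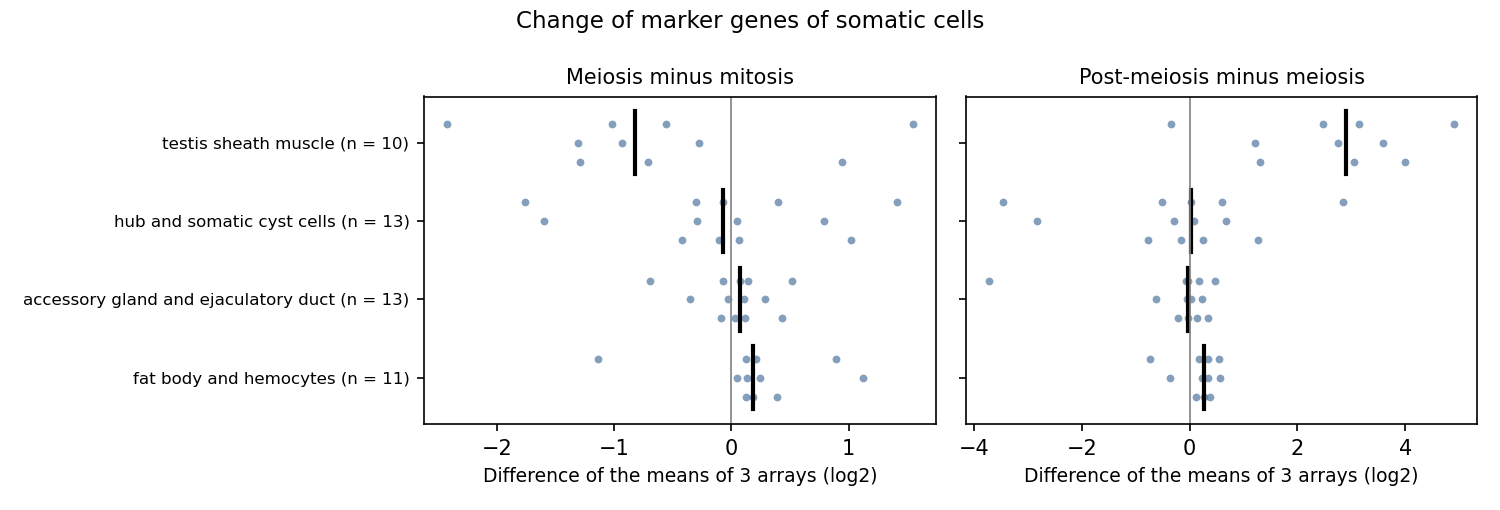
Change in intensity (log2) of each measured gene of 4 somatic lists from mitosis to meiosis and from meiosis to post-meiosis, with points for genes and bars for the median of each list. The sheath muscle genes lie mostly below 0 in the earlier step (median -0.82) and mostly above 0 in the later one (median 2.90), while the median of the hub and cyst list in the later step is 0.03 (-0.12 with centred arrays and -0.19 with cyclic loess).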

Nonetheless, we decided to further investigate if the difference we observed in chromosomal expression was due to a somatic bias in our samples. We compared X chromosomal and autosomal expression exclusively for testis-biased genes selected from previous gonad comparison experiments [3],[4]. Using this approach, we were able to exclude the contribution of somatic genes. In complete agreement with our previous observations, we detected an excess of X-linked genes under-expressed in meiosis, thus providing supporting evidence for MSCI (Figure 4).

**Figure 4:**
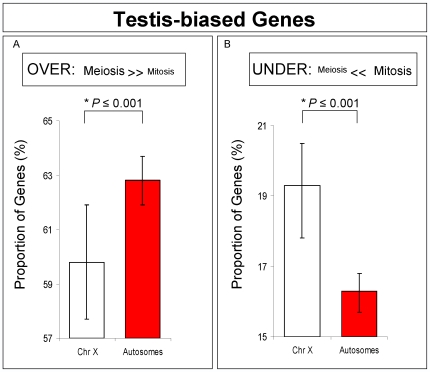
Testis-biased genes expression for X-linked and autosomal-linked genes. Proportions and Bayesian 95% Confidence Intervals of testis-biased genes over-expressed (A) and under-expressed (B) in meiosis. A significant proportion of X-linked genes has reduced expression in meiosis, but not in mitosis. *Bayesian P.

An alternative hypothesis to MSCI for our expression results is that the lowered expression of X chromosome genes in the meiotic phase is due to a loss of dosage compensation, which in *Drosophila* is achieved by hypertranscription of the X chromosome in males [35]. Previous analyses comparing ovary and testis expression have already established the existence of dosage compensation in the male germline [35]. Therefore, taking into account our results, it is unclear why dosage compensation should be limited to a period of the entire spermatogenesis process. 

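Transcripts of the dosage compensation machinery were lower in the meiotic than in the mitotic sample. All 6 measured genes of this list fell, also when adjusted over the list alone, with a median of -0.69 (camera adjusted p = 0.0109, adjusted p = 0.188 with an estimated correlation). The helicase gene mle fell by 1.27 (SE 0.17, adjusted p = 2.4e-05), msl-1 by 1.17 (SE 0.10, adjusted p = 2.5e-07) and msl-2, the male-specific subunit, by 0.91 (SE 0.08, adjusted p = 4.3e-07). The changes of mof, the X-linked histone acetyltransferase gene, and of Clamp were -0.34 and -0.46, and that of msl-3 was -0.47, which did not pass with cyclic loess (adjusted p = 0.0666). Both msl-1 and msl-2 were dim in every phase, with mitotic intensities (log2) of 5.81 ± 0.09 and 5.14 ± 0.10 (SD, n = 3). From meiosis to post-meiosis msl-1 and msl-2 rose by 0.61 and 0.34, whereas the other 4 genes fell, mle by 2.14, with the same counts when adjusted over the list alone (median -1.10, camera adjusted p = 0.304). Muscle genes of the testis sheath had a median change of -0.82 from mitosis to meiosis (camera adjusted p = 0.102) and of 2.90 in the next step.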

The lower level of X chromosome expression restricted to the particular meiotic stage that we observed, however, is consistent with male germline X inactivation. Another piece of evidence against loss of dosage compensation related to lower expression in X-linked testis expressed genes was obtained by MSCI experiments done by Hense and co-authors [24]. In their work, the expression levels of transgenic constructs driven by a testis promoter inserted into the X were reduced compared to the same constructs inserted in only one of the homologous autosomal chromosomes (heterozygous insertion). If the phenomenon was due to loss of dosage compensation instead of MSCI, X-linked transgenic constructs should have been expressed at least at the same level as autosomal insertions, which was not observed [24].

At first glance, our global expression experiments and results are not able to empirically differentiate between MSCI and an *ad hoc* hypothesis of stage-specific loss of dosage compensation. If in fact there were a loss of dosage compensation occurring in meiosis, the results presented in the following sections would not change significantly. X chromosome down regulation in meiotic cells is associated with and impacts the general distribution of testis- biased genes and retrogenes.

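X-linked probe sets were also less often over-expressed and more often under-expressed in meiosis when compared with post-meiosis. By Model A, 732 of 2262 X-linked (32.4%) and 4114 of 11725 autosomal probe sets (35.1%) were over-expressed in meiosis relative to post-meiosis, a difference of -2.73 percentage points (two-sided Fisher exact test, p = 0.0129). Under-expression was found for 473 X-linked (20.9%) and 2197 autosomal probe sets (18.7%), a difference of 2.17 points (Fisher exact test, p = 0.0166). The median difference from post-meiosis was -0.119 on the X and -0.086 on the autosomes (difference -0.033, permutation test, p = 0.0125). X-linked genes such as Inx2, nocte and Imp rose by 3.50, 2.23 and 1.59 from meiosis to post-meiosis (adjusted p = 4.5e-09, 3.9e-09 and 2.0e-06), and muscle transcripts of the testis sheath rose over the same step, among them the X-linked up. The difference in over-expression was -0.642 points with 1 probe set per gene (Fisher exact test, p = 0.604) and -2.21 without probe sets open to cross-hybridization (p = 0.0585). The difference in under-expression was 2.22 points at a mean log2 intensity of at least 6 (Fisher exact test, p = 0.0572) and -0.023 with cyclic loess (p = 1).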

Although we observed a significant reduction in expression for the X-linked loci in the meiotic sample when compared to the post-meiotic phase (Figure S5), we had hesitated to adopt an MSCI-based interpretation of this result. One reason for caution is that autoradiographic studies of *Drosophila* spermatogenesis have shown the absence of transcription in the post-meiotic phase [*e.g.*, [34]]. The prevailing notion has been that most proteins required in the late stages of spermatogenesis are translated from mRNAs produced during early meiosis and stored in the cytoplasm [34],[36]. However, a recent study using *in situ* hybridization provided compelling evidence of post-meiotic transcription for 24 selected *Drosophila* genes [28]. The ambiguity associated between post-meiotic translation and transcription could confound any observations regarding the prevalence of X chromosome inactivation after meiosis.

### MSCI and retrogenes movement out of the X chromosome in *Drosophila*

MSCI has been proposed to explain the accumulation of testis-expressed genes in autosomes [3],[9],[14]. Two specific predictions result from this hypothesis, one related to retrogenes, and the other related to testis-biased genes (see next section for the latter). The retrogene-based prediction refers to the disproportionate retroposition of X-linked genes to the autosomes, as a consequence of natural selection for expression of testis functions during MSCI [8],[9]. This prediction generates two testable expectations: (i) most autosomal retroposed genes that originated from X-linked parental genes should be over-expressed during the MSCI stage (i.e. meiosis); and (ii) retroposed genes should display complementary expression patterns during meiosis in relation to their X-linked parental genes. With our data, we have tested and confirmed both expectations.

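Retroposed genes were mostly higher in meiosis than in mitosis. By Model A, 57 of the 91 retrogenes of Table S2 (62.6%) were over-expressed, 17 were under-expressed and 17 were equally expressed. For 178 of the 182 entries of parents and retrogenes in the table the class was that of the paper, and in none was it the opposite one. The largest rises include the testis-specific proteasome gene Prosalpha3T (2.22, SE 0.13, adjusted p = 1.7e-08) and Roc1b, of a ubiquitin ligase (2.11, SE 0.11, adjusted p = 6.7e-09). Of the 10 retrogenes that moved from an autosome to the X, 7 were over-expressed, and of the 2 that stayed on the X, both were.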

We observed that approximately 63% of all retroposed genes were over-expressed during meiosis in comparison to mitosis, where X inactivation occurs. As observed for mammals retrogenes [37], both autosomal copies retroposed from the X and copies retroposed from other autosomes are more often over-expressed in meiosis than non-retrogene autosomal genes (32%, n = 7827). This indicates that any autosomal retrogene is more likely to be expressed in meiosis. 

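Of 79 autosomal retrogenes, 48 (60.8%, 95% Wilson interval 49.7 to 70.8) were over-expressed in meiosis, against 3165 of the 11650 other autosomal probe sets (27.2%, 26.4 to 28.0). The difference of 33.6 percentage points had a p of 7.85e-10 (two-sided Fisher exact test). These other probe sets include dim ones and are a larger set than the genes that the paper used. At a mean log2 intensity of at least 6, for both genes of a pair, the shares were 71.0% (44 of 62) and 33.5% (2704 of 8079). Ran-like, a retrogene of the nuclear transport GTPase gene Ran, rose by 1.85 (SE 0.09, adjusted p = 5.0e-09), and Cdlc2, a dynein light chain gene, rose by 0.61 (SE 0.08, adjusted p = 1.8e-05). CG9573 and CG31477, both from X-linked parents, fell by 2.34 and 1.40 (adjusted p = 1.2e-08 and 4.8e-06).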

One possible explanation is that the “hypertranscription” state of autosomal chromatin in meiotic cells might facilitate the expression of young retrocopies soon after their emergence [37]. However, confirming the first expectation, autosomal copies retroposed from the X chromosome were more often over-expressed in meiosis than genes retroposed between autosomes (gene proportions: 71% versus 58%, Bayesian P≤0.002). 

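Retrogenes from X-linked parents were over-expressed in meiosis in 19 of 27 pairs (70.4%, 95% Wilson interval 51.5 to 84.1) and those moved between autosomes in 29 of 52 (55.8%, 42.3 to 68.4). The difference of 14.6 percentage points did not pass a two-sided Fisher exact test over pairs (p = 0.234), and by the sign of the mean difference alone it turned to -4.77 points (p = 0.778). Among retrogenes from the X, Hsp60B, a mitochondrial chaperone gene, rose by 1.29, Atg8b, of autophagy, by 1.27 and Gskt, a kinase gene, by 1.36. Among those moved between autosomes, Robl22E, a dynein light chain gene, rose by 1.42 and the glycolytic gene Pglym87 by 0.78, whereas EfTuM, a mitochondrial translation factor gene, fell by 1.69.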

To test the second expectation, we measured the complementary expression of parental-retrogene pairs in meiosis, i.e. parental gene under-expression and retrogene over-expression in meiosis (Figure 5A and 5B). Specifically, we compared the expression of 27 X→A and 52 A→A parental-retrogene pairs [10] in the mitotic and meiotic phases (Figure 6, Table S2). An extension of the previous Bayesian analysis (Model B in Statistical Analyses, Methods in Text S1) revealed that, compared to A→A retrogenes, X→A retrogenes had a significantly higher proportion of complementary expression in meiosis, thus confirming the second expectation (Figure 5C, Bayesian P≤0.001).

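Many parental genes fell and their retrogenes rose from mitosis to meiosis, both where the parent lies on the X and where it lies on an autosome. A pair was taken as complementary where the probability of a lower parent and a higher retrogene in meiosis, the product of the posterior probabilities of limma for each sign, was above 0.5, since the equations of Model B could not be read in the copy of Text S1 held here. By this measure 18 of 27 pairs from the X (66.7%, 95% Wilson interval 47.8 to 81.4) and 29 of 52 pairs between autosomes (55.8%, 42.3 to 68.4) were complementary. The difference of 10.9 percentage points had a p of 0.469 (two-sided Fisher exact test over pairs). With calls of limma at an adjusted p under 0.05 for both genes it was 24.5 points (17 of 27 against 20 of 52, Fisher exact test, p = 0.0569), and at a change of at least 2-fold 4.91 points (6 of 27 against 9 of 52, p = 0.763). The call was that of Table S2 for all 91 pairs, of which 54 (59.3%) were complementary. The steepest opposite changes among pairs from the X were those of the proteasome genes Pros28.1 and Pros28.1A, at -1.75 and 2.06, of CG5254 and CG9582, at -1.93 and 1.78, and of Roc1a and Roc1b, at -1.46 and 2.11. Among pairs between autosomes they were those of Act57B and Act87E, at -1.73 and 1.55, of Acon, the aconitase gene, and CG4706, at -1.51 and 1.74, and of Vha16, a proton pump gene, and CG9013, at -1.33 and 1.86. Act57B and Act87E are actin genes, and Act87E is also in the sheath muscle list.

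**Figure D4:**
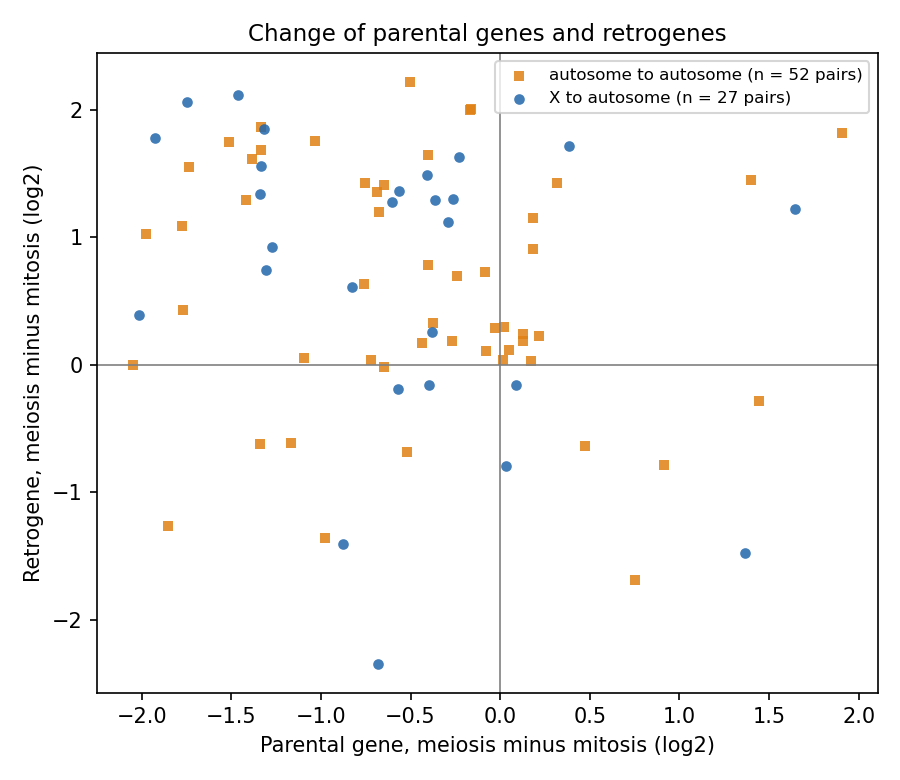
Change in intensity (log2) from mitosis to meiosis of the parental gene and of its retrogene, with circles for 27 pairs from the X to an autosome and squares for 52 pairs between autosomes. Pairs with a fall of the parent and a rise of the retrogene lie to the upper left of the origin, where there are pairs of both kinds.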

**Figure 5:**
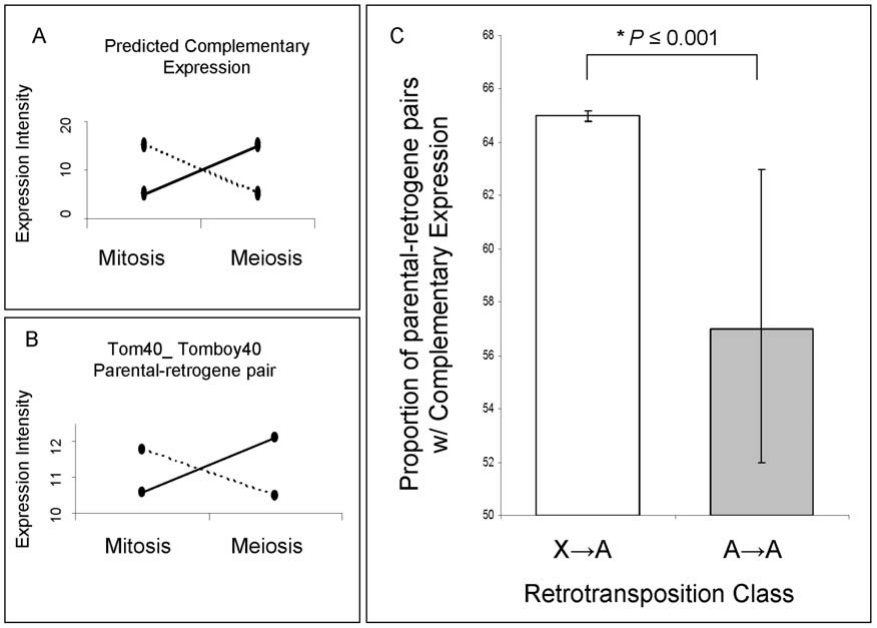
Parental gene and retrogene expression analysis. (A) Predicted complementary expression in meiosis is defined as under-expressed parental gene (dotted line) and over-expressed retrogene (solid line). (B) Empirical complementary expression pattern of the parental gene *Tom40* and the retrogene *Tomboy40* retroposed from X chromosome to autosome (Figure 6A and Table S2—pair 18) [10]. A and B vertical axes represent the gene expression intensities in log2, whereas the horizontal axes indicate spermatogenic phases. (C) Proportions and Bayesian 95% Confidence Intervals of parental-retrogene pairs satisfying complementary expression in meiosis: X→A pairs (white box), A→A pairs (grey box). *Bayesian P≤0.001.

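Tom40, the X-linked gene of the mitochondrial import channel, and its retrogene tomboy40 on arm 2R moved in opposite directions. Tom40 went from 11.78 ± 0.13 (SD, n = 3) in mitosis to 10.45 ± 0.07 in meiosis and 9.43 ± 0.09 in post-meiosis, changes of -1.33 (SE 0.09, adjusted p = 4.9e-08) and -1.01 (adjusted p = 3.7e-07). For tomboy40 the intensities (log2) were 10.56 ± 0.08, 12.12 ± 0.09 and 12.37 ± 0.09 (SD, n = 3), a change of 1.56 (SE 0.08, adjusted p = 1.1e-08) and then of 0.25 (adjusted p = 0.0205), the latter not passing without meiotic replicate 3 (adjusted p = 0.0934) or without post-meiotic replicate 2 (adjusted p = 0.0669).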

**Figure 6:**
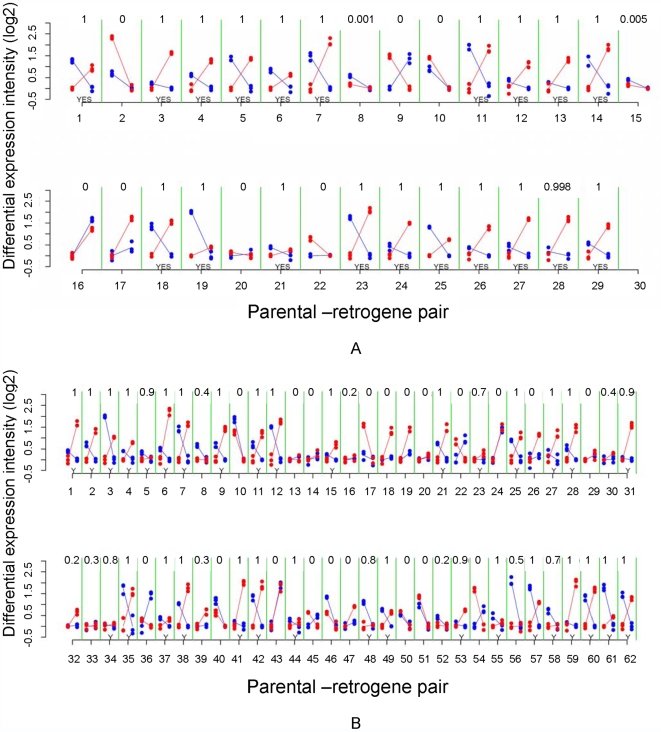
Mitotic and meiotic expression of individual parental-retrogene pairs. (A) Pairs retroposed from X chromosome; (B) Pairs retroposed from autosomes. Differential gene intensity stands for a difference in expression intensities between meiosis and mitosis. Parental genes and retrogenes intensities (log2) are shown in blue and red dots, respectively. Solid lines connect mitosis and meiosis intensity averages of three replicates. The X-axis numbers correspond to parental-retrogene pairs ordered according to Table S2. The numbers on the top of each parental-retrogene segment (between green lines) correspond to the posterior Bayesian probabilities that a pair shows complementary expression (Model B in Statistical Analyses, Methods in Text S1). The bottom yeses (Y) indicate genes where those probabilities are above 50% (Statistical Analyses, Methods in Text S1). Most of X→A parental-retrogene pairs (A) show either a probability of zero or one for complementary expression, whereas several A→A parental-retrogene pairs (B) have probabilities that are markedly different from zero or one (e.g., 0.7 and 0.4). These uncertainties when classifying genes directly affects the confidence intervals, which are much larger for A→A than for X→A parental-retrogene pairs (Figure 5C).

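The probability of complementary expression computed from the limma fit was close to 0 or 1 for all 27 pairs from the X, with CG12362 and its parent Ari-1 (0.981) the least certain of the complementary ones and U2af50 and CG3162 (0.062) the least certain of the others. Among pairs between autosomes several were less certain. Examples are 0.730 for alphaTub84B and alphaTub84D, 0.707 for CG17734 and CG11825, 0.638 for CG13077 and CG13078, and 0.603 for CG11537 and CG5078. Others are 0.417 for CG2915 and CG4408, 0.426 for CG10472 and CG7542, and 0.483 for CG4769 and CG14508. Of the retrogenes of these named pairs CG14508 was bright, at 12.27 ± 0.11 (SD, n = 3) in mitosis, and the others were dimmer. Their mitotic intensity (log2) was 4.65 ± 0.14 (SD, n = 3) for alphaTub84D, 6.21 ± 0.18 for CG11825, 5.35 ± 0.08 for CG13078 and 5.28 ± 0.10 for CG5078. It was 5.99 ± 0.07 for CG4408 and 5.89 ± 0.01 for CG7542.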

The complementary expression pattern strongly suggested that MSCI occurs specifically during the meiotic phase, and revealed a spatial and temporal link between over-expression of the retrogene and inactivation of the parental gene on the X chromosome during meiosis. In addition, the observation of higher meiotic expression of genes retroposed from the X chromosome showed that the complementary expression pattern does not solely result from the inability of parental X-linked genes to evolve higher levels of meiotic expression. The most parsimonious scenario is that autosomal retrogenes are favored because they recover the function of an X-linked parental downregulated copy.

As mentioned in the previous section, our global transcriptome analysis used samples enriched for three phases of spermatogenesis, but also included accompanying somatic cell types, which could bias the expression profiles obtained. Additional evidence against a bias created by non-germline cells comes from the specific effects of MSCI on retrogenes. Reduced somatic contribution in our meiotic sample (e.g., absence of testis sheath) could potentially account for the excess of over-expressed autosomal genes. However, our analysis showed that two different groups of autosomal genes had significantly different expression patterns in meiosis. Autosomal genes retroposed from the X chromosome showed a significantly higher meiotic expression than those retroposed from the autosomes (71% versus 58%, Bayesian P 0.002). Such a difference would not be expected if the somatic contribution in our samples was a major factor or the expression profile is an artifact in our analysis. MSCI impacting testis-expressed genes is a more plausible explanation.

### MSCI and the chromosomal distribution of *Drosophila* testis-biased genes

The existence of MSCI leads to another expectation: male-biased genes (those more highly expressed in males than in females) should accumulate in autosomes and, consequently, be underrepresented in the X chromosome [2]–[5]. There are no studies showing an effect of MSCI on the chromosomal distribution of male-biased genes. On the contrary, previous studies have shown that male-biased genes expressed not only in testis, but also in somatic cells are underrepresented in the X chromosome, which would suggest an explanation beyond MSCI (e.g., sexual antagonism or population genetic forces) [3],[20]. However, it is important to note that, in these studies, the proportion of somatic male-biased genes is an order of magnitude lower than the proportion of testis male-biased genes (<2% vs. <20%, Figure 2 in [3]), which would still allow an important role for MSCI.

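Most testis-biased genes of the arms 2L, 2R and 3L were higher in meiosis than in mitosis. Of the 2599 entries of Table S3, the part held here covers these arms in full (558, 498 and 533 entries), a part of 3R (410) and no X-linked gene, so no comparison of the X with autosomes is made from them. Of the 1589 testis-biased probe sets on the arms held in full, 972 (61.2%) were over-expressed by Model A, 275 (17.3%) were under-expressed and 342 were equally expressed. With a change of at least 2-fold the over-expressed share was 37.9%. The table holds genes of different phases: bgcn and sa are in it beside fzo and schuy.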

In our expression comparison between meiotic and mitotic phases, approximately 60% of testis-biased genes (those more highly expressed in testes than in ovaries) were over-expressed in the meiotic phase (Figure 7C, Table S3). In order to test for the effect of MSCI on the chromosomal distribution of testis-biased genes, we analyzed the effects of mitosis and meiosis on the chromosomal distribution of testis-biased genes (Figure 7). The underrepresentation on the X chromosome of testis-biased genes (Figure 7A) is only observed for genes over-expressed in meiosis (Figure 7C) (Fisher exact test, P≤0.001). Testis-biased genes highly expressed in mitosis were not depleted in the X chromosome (Figure 7B). Our results show that both X chromosome inactivation and X-linked testis-biased gene underrepresentation occur only in meiosis. Therefore, it seems that the paucity of testis-biased genes on the X chromosome is affected by MSCI.

**Figure 7:**
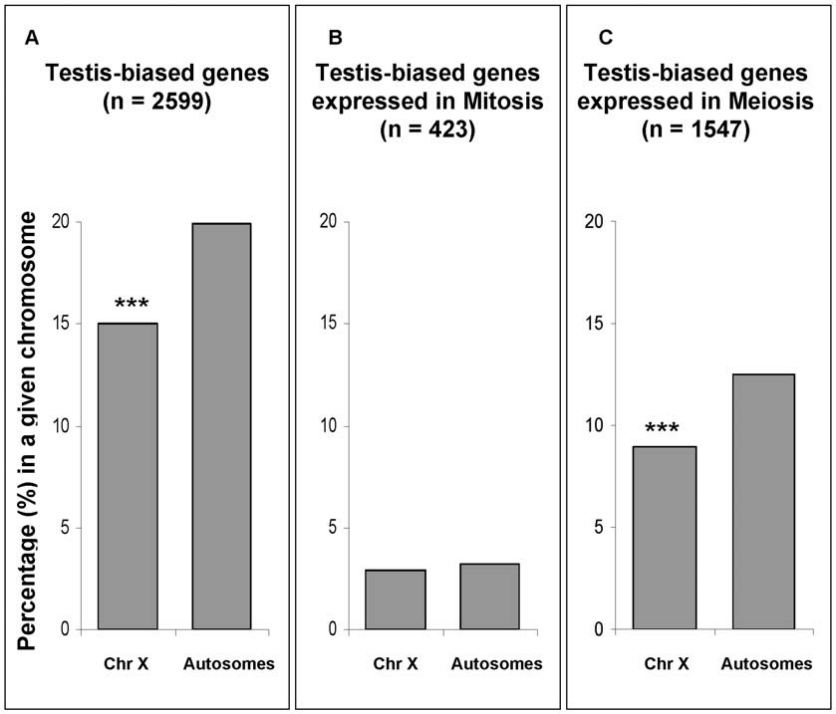
Chromosomal percentages of testis-biased genes. In gray, percentage of testis-biased genes in a given chromosomal location, i.e. autosomes and X chromosome (Chr X). (A) Percentages of all testis-biased genes regardless their spermatogenic phase of expression; (B) percentages of testis-biased genes over-expressed in mitosis; and (C) percentages of testis-biased genes over-expressed in meiosis (C). Sample sizes (n) for each group of testis-biased genes are shown in parentheses. For instance, panel (A) shows that approximately 15% of all X-linked genes are testis-biased (85% are non-testis-biased). Panel (B) and (C) are subsets of all testis-biased genes (panel A). Significant deviations (Fisher exact test) are indicated by ***P 10^−5^.

Our testis-biased gene analysis reveals a different chromosomal distribution of mitotic genes than the one observed using *Drosophila* spermatogenic arrest mutants [20]. In that study, genes expressed in mutant testes, enriched with mitotic cells, were found to be underrepresented in the X chromosome [20]. An important difference in our approach as opposed to the mutant analysis [20] was our ability to directly detect and compare gene expression levels (both higher and lower) in mitosis versus meiosis, instead of measuring gene expression levels only in mitotic cells in the mutant testis. Our analysis shows that there is not a paucity of X-linked genes that are more highly expressed in mitosis, therefore indicating the effects of MSCI. Another feature of our direct approach of global expression analysis of wild-type testis was that it obviated problems associated with the use of mutants, such as concomitant pleiotropic and physiological effects that may affect gene expression patterns.

### Conclusion

In summary, our study coupled a global spermatogenic analysis with a Bayesian statistical method that overcame the limitations of conventional microarray comparison based on average expression intensities. We were able to detect significant expression reduction of X-linked genes during male meiotic phases. Although such reduction does not meet the absolute definition of gene silencing that may be unrealistic [25],[33], our results are in agreement with the detection of meiotic sex chromosome inactivation in males given the experimental methods currently available.

Our analysis also revealed a significant correlation between MSCI and retrogene chromosomal movement. Further, testis-biased genes are over-expressed during MSCI and the X-linked reduction is associated with the chromosomal distribution of those genes. These results suggest a critical impact of MSCI on the evolution of sex chromosomes in *Drosophila*. For example, the complementary nature of parental/retroposed gene pair expression during meiosis (Figure 5) illustrates the effects of MSCI on the origin, evolution and chromosomal localization of new testis-expressed retrogenes.

Previous studies using *Drosophila* ancestral X chromosome [9],[12],[13 and this work] and *D. pseudoobscura* neo-X chromosome [12],[13],[20] suggested that movement off of the X chromosome had significant role in reducing the proportion of male-biased genes in the X. Neo-X chromosome analysis also showed that other mechanisms such as gene gain and loss contributed to the paucity of X-linked male-biased genes [20]. The loss mechanism, for instance, could be obtained by intermediate pseudogenization of X-linked copies after gene duplication. In contrast, switch of expression profile between sexes (a male-biased gene turn to a female-biased gene) seems to be uncommon during the *Drosophila* gene evolution [20].

The impact of MSCI on the chromosomal distribution of male-biased genes in *Drosophila* can also be compared to the effect of MSCI in other organisms. In mammals, meiotic X inactivation affects the chromosomal distribution of testis-biased genes [37],[38]. A global gene expression analysis in different spermatogenic phases demonstrated that genes expressed during mitotic phases are enriched on the X chromosome, whereas those expressed later in spermatogenesis are enriched on autosomes [38]. Another study [37] demonstrated, through expression analyses along different spermatogenic stages that autosomal retrogenes specifically compensate for their X-linked parental gene that is silenced during meiosis.

Furthermore, although *Drosophila* and mammalian sex-chromosomes originated independently [39], there are similarities and differences among the forces shaping male gene evolution in the two systems [40]. In the case of sexual antagonism, the chromosomal distribution of male-biased genes in mammals could reflect the role of recessive alleles, since male genes expressed in mitosis tend to accumulate in the X chromosome [38]. In *Drosophila*, however, antagonistic forces acting on dominant mutations may contribute to demasculinization of the X chromosome, as revealed by somatic male-biased gene analyses [3],[20]. Note, however, that there many significant differences between flies and mammals (e.g., mechanisms of dosage compensation) [40]. As such, the statement that dominant/recessive sexual antagonistic alleles govern the chromosomal distribution in genes expressed in somatic cells could be an oversimplification. For genes expressed in meiotic cells, however, MSCI seems to play a similar role in both mammals and flies [37],[38 and this work] by driving the evolution of retrogenes and testis-biased genes. In summary, retrogene expression compensates parental X-linked inactivation and only late spermatogenic genes are depleted on the X. Therefore, taking mammalian and *Drosophila* data together, MSCI may be considered as a general mechanism and force impacting the evolution of testis-expressed genes.

## Material and Methods

### Isolation of tissue samples

All experiments used a wild-type strain of *D. melanogaster* originally collected near Tempe, Arizona (Wolbachia free strain [41]). Cells enriched for mitotic, meiotic and post-meiotic phases were obtained by dissection of apical, proximal and distal regions of the testis, respectively (Figure 1). Testes without seminal vesicles were dissected in PBS. Paired testes were separated using 0.25 mm diameter insect pins and only a single region was dissected from individual testis (Figure 1). This greatly increased the number of necessary dissections, but helped minimize contamination. Apical cells were obtained by separation of apical tips, whereas distal cells were obtained from the detachment of basal regions in order to avoid contamination with spermatocytes (Figure 1). Proximal cells were obtained as follows. First, individual testes placed in small drops had their distal region removed to allow the release of spermatid bundles, reducing the internal turgor in the testis. Then, the apical regions were removed and the spermatocytes were obtained by applying gradual pressure to the middle regions (proximal to the apical tip) in a posterior-anterior direction. During the procedure, contamination from distal regions was avoided by perpendicular positioning of the insect pin to prevent the exit of any remaining spermatid bundles as spermatocytes were teased out of the testis shealth. Cells from the different dissected regions were carefully pipetted to microcentrifuge tubes. For each of three replicate experiments, 250–500 testis dissections were used for RNA isolation. (For more detailed graphic protocols of dissecting testis expression data, see the database we prepared entitled “SpermPress: *Drosophila* spermatogenesis database” on the website (http:// pondside.uchicago. edu/∼longlab/spermpress).

### Immunostaining techniques

Apical, proximal and distal regions of the testis were fixed in 95% ethanol followed by formaldehyde as previously described [42]. Indirect immunofluorescence staining was carried out using mouse α -tubulin (Sigma) and Cy3 donkey anti-mouse IgG (Jackson Laboratories) as primary and secondary antibodies, respectively. DNA was stained with Sytox Green (Amersham). Cells were incubated for 1 h at room temperature in solution containing 1%BSA, 1∶1500 and 1∶500 dilutions for primary and secondary antibodies, respectively. 2 mg/ml RNAse A was included in the primary antibody solution. Fixation and antibody stains were always followed by three wash steps in PBS-T. DNA stained in Sytox green (10 µM solution for 10 min at room temperature) was briefly washed before mounting on slides for visualization with a confocal microscope using Pro-long anti-fade media (Molecular Probes).

### Arrays

Total RNA was extracted from the apical, proximal and distal germ cell populations using PicoPure™ RNA Isolation Kit (Arcturus). Three biological replicates were hybridized into Affymetrix Gene Chip *Drosophila* Genome 2.0 Arrays. cDNAs were synthesized according to the Invitrogen SuperScript RNA Amplification System, except for a modified *in vitro* transcription step where Biotin-Labeled cRNA was produced. Hybridization, scan and data processing were done using Affymetrix default protocols. Gene product expression was measured by hybridization intensity (log2) obtained using RMA background correction and quantile normalization (Bioconductor package in R). Full platform descriptions and data are available at the GEO under accession GSE18502. Individual gene expression profile can also be obtained at SpermPress database (http://pondside.uchicago.edu/~longlab/spermpress).

### Selection of genes expressed in testis (FlyAtlas)

Confirmation of MSCI was done using only genes already known to be expressed in testis (Figure 3). We selected approximately nine thousand gene products present in at least 3 out of 4 *Drosophila* testis microarrays (Presence Call in Flyatlas [43], Table S1).

### Testis-biased genes selection

Testis-biased genes were selected from a testis vs. ovary comparison contained in the Sebida database [44]. We selected 2608 genes that were classified as testis-biased genes in *Drosophila* gonad comparison datasets [3],[4] (Table S3). Testis-biased genes were assigned to 2268 and 331 gene product probe identifications located in the autosomes and in the X chromosome, respectively.

### Parental-retrogene selection

Parental-retrogene pairs were selected from Bai and co-authors [10]. We were able to assign 91 pairs of probe IDs that corresponded to parental-retrogene pairs, excluding 3 pairs of duplication events after retrotransposition [10] (Table S2). We classified parental-retrogene pairs into retroposed “X→A” (n = 27), “A→A” (n = 52), “X→X” (n = 2) and “A→X” (n = 10) groups.

### Statistical analyses

MSCI confirmation. In order to confirm X inactivation, we analyzed expression separately for X-linked and autosomal-linked genes. First, we compared meiotic gene expression to mitotic and to post-meiotic expressions, respectively. We could therefore classify genes as having higher (over), lower (under) or equal expression levels in meiosis compared to the other spermatogenic phases (mitosis or post-meiosis). Simultaneously, the proportions of genes in each class (over-, under- and equal expression) were estimated for X- and autosomal-linked genes. MSCI was detected by observing an excessive number of X-linked genes under-expressed in meiosis relative to any other phase. Excessive number in this case means a significantly higher proportion compared to autosomal-linked genes. In other words, we hypothesized that the X chromosome would possess more genes under-expressed in meiosis as compared to autosomes. Bayesian models were developed to estimate both chromosomal distributions as well as proportions of genes in expression classes [32],[45],[46]. More details about Bayesian estimation (Figure S1) and classification can be found in Model A in Statistical Analyses, Methods in Text S1.

### Retrogene analysis

In order to verify if MSCI affects retrogene movement, we compared the spermatogenic expression of X->A and A->A parental-retrogene pairs. We expected that X->A pairs would have a higher proportion of complementary expression than A->A pairs. Complementary expression was defined as the under-expression of parental gene and the over-expression of the retrogene in meiosis relative to mitosis. Complementary expression was assessed by comparing mean expression intensities between mitosis and meiosis, which were jointly estimated [30],[45]. More specifically, we estimated the probability that a given pair showed meiotic retrogene over-expression and meiotic parental gene under-expression. All gene pairs in each group (X→A and A→A) were used simultaneously in our model estimation, therefore avoiding the need for multiple hypothesis testing corrections. More details about the Bayesian estimation of complementary expression [30],[45] can be found in Model B in Statistical Analyses, Methods in Text S1.

### Testis-biased gene analyses

Two analyses were performed using the testis-biased gene dataset. First, we investigated MSCI by analyzing the proportions of testis-biased X-linked and autosome-linked genes under-expressed in meiosis (Figure 4). We used the under-expressed classes defined by Bayesian model A (Statistical Analyses, Methods in Text S1). Second, we assessed the testis-biased chromosomal proportion for mitotic and meiotic phases (Figure 7). Genes having higher expression in mitosis than in meiosis were considered as mitotic genes (Figure 7B), whereas those having higher expression in meiosis were considered as meiotic genes (Figure 7C). All testis-biased genes chromosomal proportions were parsed from the Sebida database [3],[4],[44]. Testis-biased gene chromosomal proportions were measured relative to the total number of genes by chromosome, where autosomes were pooled together.

## Supporting Information

Figure S1 Bayesian estimation model for differential expression distributions. (A) Differential expression between meiosis and mitosis model through a mixture of two normal distributions (red and black lines). The first normal distribution (red) has a small variance, whereas the second (black) has a significant larger variance. (B) Regions for differential expression classes (over, under and equally) along the mixture distribution.
(0.55 MB TIF)

Figure S2 Pairwise plot for spermatogenic phase expression. Pairwise plots of gene product intensities (lower panel) and correlations (upper panel). Mit, Mei, and Pos correspond to the spermatogenic phases, with three replicates within each phase.
(0.91 MB TIF)

Figure S3 Spermatogenic gene expression analysis for Bayesian Model A and for twofold change method. Scatter plots of intensities (log2) of X-linked (A) and autosomal-linked genes (B) in meiosis versus mitosis comparison. The twofold and Bayesian cutoffs are indicated by blue and pink lines, respectively. (C) and (D) Proportions of genes classified as over-, under-, and equally expressed in meiosis (Bayesian 95% Confidence Intervals also shown). Classifications were made using Bayesian Model A (C) and the twofold intensity change method (D). Note that the twofold change method classifies ∼70% of the data as equally expressed and therefore does not detect differences between X chromosome and autosomal gene proportions. On the other hand, the Bayesian Model is able to detect that a significant proportion of X-linked genes has reduced expression in meiosis, but not in mitosis (Bayesian P≤0.001). Meiosis versus post-meiosis comparison produces similar results.
(0.75 MB TIF)

Figure S4 Distribution of fold expression differences. Boxplot of fold expression (mitotic/meiotic) for genes under expressed in meiosis. Note that the range of expression-fold differences is large.
(0.50 MB TIF)

Figure S5 Spermatogenic gene expression for X-linked and autosomal-linked genes in meiosis versus post-meiosis comparisons. Proportions of genes and their respective Bayesian 95% Confidence Intervals in each of the following classes: (A) Genes over-expressed in meiosis (expression in meiosis greater than expression in post-meiosis); (B) Genes under-expressed in meiosis (expression in meiosis less than expression in post-meiosis). For all comparisons (A) and (B), X chromosome gene proportions are significantly different than autosomal gene proportions (*P stands for Bayesian P, Methods in Text S1).
(0.64 MB TIF)

Table S1 Expression intensities (log2) for all 18801 *D. melanogaster* gene products and their respective classification as over-, under-, or equally expressed in meiosis.
(5.51 MB XLS)

Table S2 Gene product intensities during mitosis and meiosis for 91 parental-retrogene pairs and their respective posterior probability of having complementary expression.
(0.12 MB XLS)

Table S3 Gene product intensities during mitosis and meiosis for 2,599 testis biased gene products and their respective classification as over-, under-, or equally expressed in meiosis.
(0.63 MB XLS)

Text S1 Supplementary methods, list of supplementary tables, references for supplementary methods.
(0.10 MB DOC)

# Supplementary material for: Stage-Specific Expression Profiling of Drosophila Spermatogenesis Suggests that Meiotic Sex Chromosome Inactivation Drives Genomic Relocation of Testis-Expressed Genes
**Source:** PLoS Genet. 2009 Nov 20;5(11):e1000731. doi: 10.1371/journal.pgen.1000731
**Supplement:** Text S1 — Supplementary methods, list of supplementary tables, references for supplementary methods. (0.10 MB DOC)

Stage-specific expression profiling of *Drosophila* spermatogenesis suggests that meiotic sex chromosome inactivation drives genomic relocation of testis-expressed genes

Maria D. Vibranovski, Hedibert F. Lopes, Timothy L. Karr, Manyuan Long*

Supplementary Materials and Methods document includes:

1. Supplementary Methods
2. List of Supplementary Tables
3. References for Supplementary Materials and Methods

**1. Supplementary Methods**

**1.1 Statistical Analyses**

Our statistical analyses are composed of two Bayesian models (A and B). Model A was developed to assess MSCI and then used to evaluate the proportion of testis-biased genes expressed in mitosis and meiosis. Model B was specifically developed to estimate and compare proportions of complementary expression in groups of parental-retrogene pairs.

**1.1.1. Model A**: mixture of normal densities model to assess differences in gene expression between spermatogenic phases.

Meiotic sex chromosome inactivation was assessed by comparing gene product expression between meiosis and the other two spermatogenic phases. Differences in hybridization intensities between spermatogenic phases were estimates for X chromosome and autosomes, separately. Gene differences were based on average intensities over three replicates since within gene variability is negligible when compared to between gene variability [1, 2]. Genes were then classified as over-, under- or equally expressed in meiosis relative to mitosis or post-meiosis. Simultaneously, the proportions of genes in each class were estimated for X- and autosomal-linked genes. X inactivation was detected as an excessive number of X-linked genes under-expressed in meiosis relative to any other phase. Excessive number means a significantly higher proportion compared to autosomal-linked genes.

In order to classify genes as over-, under- or equally expressed in meiosis, we estimated the X chromosome and autosomal differential expression distributions for meiosis and both other spermatogenic phases, e.g., distribution of gene expression (in meiosis) minus (in mitosis) (Figure S1). The differential expression distributions were estimated through Bayesian analysis performed using a two-component mixture of normal distributions model (Figure S1A). Specifically, posterior estimation of the mixture components means, variances and weights is performed via Markov Chain Monte Carlo algorithms [3].

The two distribution means are expected to be close to zero, whereas the variance of the first normal distribution is supposed to be significant smaller than the variance of the second normal distribution (Figure S1A). Genes with differential expression within the first normal distribution were considered as equally expressed, whereas genes within the second normal distribution were classified as over- or under-expressed depending on the positive or negative value of their expression differences (Figure S1B).

In more detail, for a given chromosome type (X or autosome), let be the rth intensity replication in phase p (mitosis, meiosis or post-meiosis) of gene product g and be the average intensity over the three replicates. For mitosis (phase 1) and meiosis (phase 2), for instance, the difference in expression intensities, defined by, is modeled as

with mean differences and expected to be close to zero, while is expected to be significantly smaller than to reflect an excess of negligible differential expression in the first component of the mixture (Figure S1A). The weights and 1- represent the proportions of genes equally and non-equally expressed, respectively. Within the group of non-equally expressed genes, a gene g is classified as over-expressed if, in addition, , or as under-expressed if (Figure S1B and Figure 3A and 3B for meiosis - mitosis and Figure S5A and S5B for meiosis - post-meiosis). The predictive distribution of differential expression for a new gene is obtained by averaging the above mixture with respect to the joint posterior distribution of the model parameters [3]. Marginal posterior distributions of model parameters, based on relatively uninformative prior distributions, are available upon request.

Instead of deterministically classifying genes as equal, over- or under-expressed in meiosis, our modeling strategy assigns to each gene the probability of being placed into a particular class (column “Mei:Mit_BPP” in Table S1). In most cases, these probabilities are either 0 or 1, which would lead to the simple categorization of genes into the three classes. However, for most genes (60% of genes) these probabilities are spread across classes. Therefore, the final proportions of genes within each class are themselves uncertain, as the Bayesian 95% confidence intervals indicate (Figure 3 and 4; Figures S3 and S5).

**1.1.2. Model B:** Bayesian hierarchical model for complementary expression in retrogenes

Model B was specifically developed to estimate and compare proportions of complementary expression in groups of parental-retrogene pairs. Complementary expression is defined as under expression of the parental gene and over-expression of the retrogene, in meiosis relative to mitosis. Parental-retrogenes complementary expression is a function of mean intensities, which in turn are jointly estimated by a Bayesian hierarchical model (B) [2,4].

Two chromosome groups were defined, one with genes retroposed from the X chromosome and another with genes retroposed from autosomes. For each gene product g in the same group, let be the rth intensity replication in phase p (p=1:mitosis or p=2:meiosis) and gene type s (s=1:parental copy or s=2:retrogene).

The model for is

The first level models the gene product intensities between the two phases, while the second level models the gene product intensity means across genes in the X chromosome or autosomes. Marginal posterior distributions of model parameters, based on relatively uninformative prior distributions, are available upon request. Therefore, the probability of complementary expression in gene g is computed from our model as (Figures 6A and 6B). We examine the proportion of genes with complementary expression (the above probability being larger than 50%) in both chromosome groups (Figure 5).

Once again, instead of deterministically classifying genes as having complementary expression or not, our modeling strategy assigns to each gene the probability of being placed in either of the two classes (column “Comp_BPP” in Table S2). It is very interesting that most of the X→A parental-retrogene pairs (Figure 6A) show a probability of either zero or one for complementary expression. Those probabilities reflect the lower uncertainty attached to classification of a gene pair as having complementary expression or not. On the other hand, several A→A parental-retrogene pairs (Figure 6B) have probabilities that are markedly different from zero or one (e.g., 0.7 and 0.4). These uncertainties when classifying genes directly affects the confidence intervals, which are much larger for A→A than for X→A parental-retrogene pairs (Figure 5C).

**1.1.3 Bayesian P**

In this work, Bayesian P stands for the probability that two chromosomal proportions are equal. More specifically, Bayesian P stands for the probability of a particular hypothesis, in general represented by P((Z,W) in H), where Z and W are the measures under study and H the hypothesis. For instance, when Z and W are, respectively, the proportion of over-expressed X- and autosome-linked genes in meiosis, and the hypothesis is that Z and W are the same, and the Bayesian P is Pr(Z>W).

**2. Supplementary Figures**

**2.1 List and description of Supplementary Figures**

- Figure S1 presents the Bayesian estimation model for differential expression distributions.
- Figure S2 provides pairwise plots of spermatogenic expression, including correlations between spermatogenesis phases.
- Figure S3 compares spermatogenic gene expression analyses for X-linked and autosomal genes using Bayesian Model A (Supplementary Methods) and the twofold change method.
- Figure S4 provides the Boxplot of fold expression (mitotic/meiotic) for genes under-expressed in meiosis.
- Figure S5 Spermatogenic gene expression for X-linked and autosomal-linked genes in meiosis vs. post-meiosis comparison.

**3. Supplementary Tables**

Tables S1 to S3 are available as separate files.

**3.1 List and description of Supplementary Tables**

- Table S1 lists expression intensities (log2) for all 18801 *D*. *melanogaster* gene products and their respective classification as over-, under- or equally expressed in meiosis.
- Table S2 presents gene product intensities during mitosis and meiosis for 91 parental-retrogene pairs and their respective posterior probability of having complementary expression.
- Table S3 presents gene product intensities during mitosis and meiosis for 2599 testis-biased gene products and their respective classification as over-, under- or equally expressed in meiosis.

**3.2 General description of columns in the Tables S1 to S3** (All affymetrix information was obtained from Drosophila_2.na21.annot.cvs file)

- **Probe_Set_ID:** Affymetrix identification for probe set.
- **Representative_Public_ID:** public identification of a gene product according to Affymetrix.
- **Gene_Symbol:** gene symbol according to Affymetrix (Tables S1 and S3).
- **Alignments_Chr:** Probe Chromosomal localization (Affymetrix).
- **Alignments_pos:** position mapped on to the chromosome according to Affymetrix.
- **Mit1, Mit2, Mit3, Mit_mean:** gene product intensity (log2) in mitosis (three replicates and mean).
- **Mei1, Mei2, Mei3, Mei_mean:** gene product intensity (log2) in meiosis (three replicates and mean).
- **Pos1, Pos2, Pos3:** gene product intensity (log2) in post-meiosis (three replicates).
- **Mei:Mit_BC**: Bayesian classification of expression in meiosis in relation to mitosis: Over, Under or Equal (*e.g.*, *Over* means that a gene has higher expression in meiosis than in mitosis).
- **Mei:Mit_BPP:** Bayesian posterior probability of being equally expressed in meiosis in relation to mitosis. A posterior probability lower than 0.5 means that the gene is not equally expressed.
- **Mei:Pos_BC:** Bayesian classification of expression in meiosis in relation to post-meiosis (*e.g.*, *Over* means that a gene has higher expression in meiosis than in post-meiosis).
- **Mei:Pos_BPP:** Bayesian posterior probability of being equally expressed in meiosis in relation to post-meiosis. A posterior probability lower than 0.5 means that the gene is not equally expressed.
- **FlyAtlas:** YES or NO for genes with presence call in Flyatlas testis microarrays.
- **Pair_no:** Parental-retrogene pair number.
- **Pair_name:** Parental-retrogene pair name.
- **Movement:** Retroposition direction (e.g., X→ stands for retroposition from the X chromosome).
- **Parental_Pb:** Parental probe set identification.
- **Retrogene_Pb:** Retrogene probe set identification.
- **Comp_BPP:** Bayesian posterior probability of complementary expression. A posterior probability greater than 0.5 means that the gene has complementary expression.

**4. References**

1. Müller P, Parmigiani G, Rice K (2006) FDR and Bayesian multiple comparisons rules. In: Bernardo JM, Bayarri MJ, Berger JO, Dawid AP, Heckerman D, Smith AFM, West M, editors. Bayesian Statistics 8 (with discussion). Oxford: Oxford University Press. pp. 349-370.
2. Do K-A, Müller P, Vannucci M (2006) Bayesian Inference for Gene Expression and Proteomics. Cambridge: Cambridge University Press.
3. Gamerman D, Lopes HF (2006) Markov Chain Monte Carlo: Stochastic Simulation for Bayesian Inference (2nd Edition). Boca Raton: Chapman & Hall/CRC.
4. Lopes HF, Müller P, Ravishanker N (2007) Bayesian computational methods in biomedical research. In: Khattree R, Naik DN, editors. Computational Methods in Biomedical Research. Boca Raton: Chapman & Hall/CRC. pp. 211-259.

How the deposited data were processed for this re-analysis (not part of the article)

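The samples are the 9 wild-type testis RNA samples of the study, 3 biological replicates each of the mitotic, meiotic and post-meiotic regions, hybridized to Affymetrix Drosophila Genome 2.0 arrays. The deposited values are log2 hybridization intensities that the authors made with RMA background correction and quantile normalization across arrays in R, the version of which is not stated, without pooling replicates. The part of Table S1 held here (arm 2L and a part of 2R, of 18801 entries) gives the same values to 2 decimals (largest difference 0.005), so no further log or normalization was applied. The median log2 intensity of the arrays was 6.43, 6.44 and 6.44 in mitosis, 6.38, 6.36 and 6.39 in meiosis and 6.48, 6.54 and 6.54 in post-meiosis. Raw array files were not used here.

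The 183 Affymetrix control probe sets were left out of the 18952 in the value table. Genes and chromosome arms were taken from the annotation of the array, in which 13647 probe sets carry 1 symbol, 402 several and 4720 none, and from current symbols and CG numbers alone, without older synonyms. Probe sets without an arm, and those on the Y chromosome, stayed out of the comparisons of the X with autosomes.

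The 3 phases were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 in 1 fit over 9 arrays, and p was adjusted by Benjamini-Hochberg over all 18769 probe sets, with a threshold of 0.05. Gene lists were tested with camera of limma at its preset correlation of 0.01 between genes, with 1 probe set per gene, and again with the correlation estimated from the arrays. The 17 lists hold germline stem cell and spermatogonia, DNA replication, mitotic cell cycle, meiotic arrest, spermatocyte, sperm chromatin, comet and cup, Y-linked fertility, testis-specific and general proteasome, axonemal, hub and cyst cell, sheath muscle, accessory gland, fat body, dosage compensation and ribosomal protein genes, and p was adjusted over the 17 lists of a comparison. Model A of Text S1 was fitted by Gibbs sampling in Python 3.11.15 (numpy 2.4.6, numba 0.67.0) with 3000 iterations of which the first 1000 were discarded, a prior variance of 100.0 for the means, inverse gamma priors with parameters of 0.01, and a class given at a probability above 0.5. Fits to probe sets past an intensity filter left 1 component for X-linked probe sets relative to mitosis at a mean log2 intensity of at least 7. The narrow component relative to mitosis lay away from 0 for X-linked probe sets at 8 and for autosomal ones at 7 and 8. The classes of the fit to all probe sets were therefore kept and then filtered, a choice made after these fits were seen and before the filtered shares were. Shares were compared with the two-sided Fisher exact test of scipy 1.17.1, medians with 100000 permutations of chromosome class, and intervals come from 2000 bootstrap draws or, for shares of pairs, from the Wilson formula. Tables were handled with pandas 2.3.3 and figures drawn with matplotlib 3.10.9.

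Genes are named by a rule: in each comparison the 8 largest rises and 8 largest falls among probe sets with 1 symbol, an adjusted p under 0.05 and no overlap of the 3 arrays of each phase, the 6 largest X-linked falls and 3 largest X-linked rises from mitosis to meiosis, up to 4 members of each list with the largest absolute change, every gene of Fig. 2 and Fig. 5B with a named probe set, and the retrogene pairs with the 3 largest opposite changes of each kind. The values of Tables S1 to S3 and of the figures had been seen when the rule was written. K81 and phl of Fig. 2 were not found under these names and were not analysed here. Other pairs of Table S2 that are named were chosen after their values were seen.

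Limma was tested on simulated data with the spread of these arrays: it called 71.6% of changes of 0.5 on the log2 scale, 98.5% of changes of 1 and 100% of changes of 2, and 7 of 187 calls were of unchanged probe sets. Model A was tested on chromosomes simulated from a mixture of its own kind, with 24.1% over-expressed fitted against 23.6% simulated for the X and 26.0% against 25.6% for autosomes. For under-expression it fitted 32.3% against 31.3% simulated for the X and 25.9% against 25.2% for autosomes. The true component was found for 85.5% and 86.4% of simulated probe sets. The narrow component was simulated without a shift and with a larger weight and SD than were fitted relative to mitosis. Its fitted mean was 0.081 on the X and 0.108 on the autosomes, its weight 0.275 and 0.270 and its SD 0.112 and 0.119. Differences classed as equal ran from -0.083 to 0.257 on the X and from -0.076 to 0.297 on the autosomes. A smaller fall than rise thus sufficed for a class, which the simulation does not cover. Alternatives were a filter on dim probe sets, centred arrays, cyclic loess between arrays, 1 probe set per gene, no probe sets open to cross-hybridization, other class rules, a replicate block and leaving out each array. The restriction to genes present in testis by Flyatlas and the X-linked part of the testis-biased genes were not analysed here, since the tables that carry them are held in part.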

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

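Chosen after the results were seen were the 3 tests of explanations for the lower change of the X, the test of expression level for chromosome 4, and the tests of muscle cells and of a lower germline share for the sheath muscle genes, while the windows and the later step for chromosome 4 and the normalization test for muscle were chosen earlier.

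Y-linked probe sets, which the paper does not report on, rose from mitosis to meiosis, with a median change of 1.46 on the log2 scale over 10 probe sets. Chromosome 4, which the paper does not treat apart from the other autosomes, moved the other way, with a median of -0.21 over 85 probe sets. The paper mentions the testis sheath but none of its muscle genes, and these rose from meiosis to post-meiosis with a median of 2.90. Cytosolic ribosomal protein genes fell from mitosis to meiosis with a median of -1.35.

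The lower change of X-linked than of autosomal probe sets from mitosis to meiosis (-0.054) was set against 3 technical explanations. Variation between chromosome arms of any kind stays open: over all probe sets 2L, 2R, 3L and 3R differed less from the other autosomal probe sets (largest 0.019, for 2L, bootstrap interval -0.0013 to 0.041), but chromosome 4 differed more. At a mean log2 intensity of at least 7 so did 2L (0.11), 2R (-0.076), 3L (0.077) and 3R (-0.082), with -0.038 for the X. A share of sheath muscle stays open as well. The X minus autosome difference was -0.0416 from mitosis to post-meiosis (bootstrap interval -0.071 to -0.0066), where muscle transcripts rose with a median of 2.08. From meiosis to post-meiosis it was 0.033, in the direction of muscle. These values cannot decide, since much other expression changed between mitosis and post-meiosis (Pearson's r 0.826 to 0.843). Expression level stays open: within 10 bins the averaged difference was 0.0063 (permutation p = 0.776), the value that level alone would give, but a test of each bin added after this was seen found the X lower in 4 and higher in 1, so the average runs over bins that go both ways. Reduced transcription of the X in spermatocytes, the biological explanation, also stays open, and it cannot be told apart here from an effect of expression level, of sheath muscle or of differences between arms.

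The lower expression of chromosome 4 in meiosis (-0.27 against the other autosomes, bootstrap interval -0.53 to -0.11, and -0.71, -0.68 and -0.81 over the 45, 33 and 26 probe sets with a mean log2 intensity of at least 6, 7 and 8) was rare among neighbouring genes elsewhere: 219 of 11304 windows of 85 probe sets (1.94%) had a median as low. Averaged over 5 bins of mean intensity it was -0.35 (permutation test within bins, p = 4e-04), so differences of level between these bins do not account for it. That test takes neighbouring probe sets as independent, and the average can hide bins that differ, so an effect of level is not excluded. From meiosis to post-meiosis chromosome 4 differed from the other autosomes by 0.0197 (bootstrap interval -0.19 to 0.12), which leaves a share of somatic cells in the regions open. No biological explanation was tested.

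Of 10 sheath muscle genes, 7 fell, 2 rose and 1 did not pass from mitosis to meiosis, where the list did not pass (camera adjusted p = 0.102, 0.475 with an estimated correlation), and 90.0% rose from meiosis to post-meiosis. Muscle cells carried along with the dissected distal region are a candidate source, from a list of 10 measured genes of which Act87E is also a retrogene of Table S2 that rose at both steps, and of which Mlc1 and bt reached log2 intensities of 10.90 and 10.37. The paper describes the meiotic cells as pressed out of the sheath and the apical and distal samples as detached regions. It names an absent sheath as a possible difference of the meiotic sample. Lower muscle transcripts in that sample go with this difference, which was not tested. A lower share of germline RNA that raises every other cell type alike stays open. The hub and cyst cell list had a median of 0.0314 over the same step (SD of its genes 1.61, median -0.12 with centred arrays and -0.19 with cyclic loess). This lies below the muscle median of 2.90 by more than that SD. The list cannot decide, since hub cells lie at the apical tip, its genes moved both ways and hh rose by 2.85. The rule for this test was rewritten after its value was seen. With cyclic loess on the deposited values the muscle median was 3.04. That step smooths over all probe sets and could hardly remove a change of 10 genes. The normalization by the authors was not redone from raw files, so it was not tested. A change of muscle genes within the cells of the testis was not tested.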

How the results depend on the processing

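The alternatives were all chosen ahead, apart from keeping the classes of Model A when filtering, which was chosen after refits were seen. For the retrogenes, the values of Table S2 had been seen by then. Of 185 changes of named genes, 185 kept direction and call with a replicate block, 174 with cyclic loess (9 lost and 1 gained the call, and ddbt went from -0.29 to 0.085 from meiosis to post-meiosis, limma adjusted p = 0.412), and 1092 of 1110 values with 1 array left out. The block rests on replicate numbers that were not seen to pair the samples: residuals of arrays with the same number correlated at 0.36, 0.090 and 0.062 between mitosis and meiosis and at -0.086, 0.024 and 0.082 between meiosis and post-meiosis.

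At a change of at least 2-fold the counts of limma were 1646 higher and 1887 lower in meiosis than in mitosis, and 1784 higher and 2808 lower in post-meiosis than in meiosis. The probe sets higher in post-meiosis numbered 4359 at a mean log2 intensity of at least 6, 4565 with centred arrays and 4444 with 1 probe set per gene. With each array left out in turn the 4 counts ranged from 3954 to 4228, 4651 to 4737, 5808 to 7853 and 4938 to 5253. Of 34 list tests 19 passed, 19 to 20 without 1 array, and 0 with the correlation between genes estimated (at an adjusted p under 0.05), and with cyclic loess spermatocyte genes lost the call from mitosis to meiosis (0.661) and testis-specific proteasome subunits from meiosis to post-meiosis (0.0688). Of lists that passed in neither case, camera changed direction for comet and cup genes with cyclic loess (adjusted p = 0.561), for hub and cyst genes with the block (0.925) and cyclic loess (0.792), and with 1 array left out for axonemal genes (adjusted p 0.758 to 0.971 over the arrays), hub and cyst genes (0.930 to 0.995) and accessory gland genes (0.930 to 0.962), all from meiosis to post-meiosis.

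Where its call changed, the X minus autosome share over-expressed in meiosis relative to mitosis was -2.69 points (Fisher exact tests, p = 0.0786) at an intensity of at least 7, 0.40 (p = 0.845) at 8 and -1.79 (p = 0.0894) with cyclic loess. The share under-expressed was 2.51 (Fisher exact tests, p = 0.0691) at 6, 1.22 (p = 0.445) at 7, -0.66 (p = 0.759) at 8 and 0.957 (p = 0.196) at a 2-fold change, and the median, by permutation tests, -0.038 (p = 0.408) at 7 and -0.012 (p = 0.811) at 8. Relative to post-meiosis the share over-expressed was -0.642 (Fisher exact tests, p = 0.604) with 1 probe set per gene and -2.21 (p = 0.0585) without probe sets open to cross-hybridization, and the share under-expressed 2.22 (p = 0.0572) at 6 and -0.023 (p = 1) with cyclic loess. The filters leave fewer probe sets, and beyond that the cause was not tested. Without 1 array the 6 values ranged from -4.86 to -3.87, 3.28 to 4.21, -0.059 to -0.055, -3.10 to -2.57, 1.78 to 2.40 and -0.044 to -0.031.

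Average meiotic expression on the X and the autosomes was 104.8% and 116.7% by linear ratios, 100.2% and 104.0% by the median ratio, 103.0% and 109.6% by summed intensities, 90.0% and 97.55% at an intensity of at least 6, and 100.6% and 105.9% at 8, and without 1 array it ranged from 91.9% to 92.2% and from 99.04% to 99.37%. The mean fold reduction was 2.09 with calls of limma and 1.72 as a geometric mean (1.88 to 1.94 without 1 array). The lowest correlation between replicates was 0.9895 at an intensity of at least 6 and 0.9893 as Spearman rho. Testis-biased probe sets over-expressed in meiosis made up 37.9% at a 2-fold change (60.4% to 61.9% without 1 array). The difference of retrogenes from the X and from autosomes reversed to -4.77 points (Fisher exact test, p = 0.778) by the sign of the mean difference alone, and without 1 array it ranged from 12.7 to 18.4, that of complementary pairs from 8.97 to 12.8 and that of autosomal retrogenes and other probe sets from 31.0 to 34.8. For these changes too the cause was not tested.

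Fits of Model A within an intensity filter could not give a value for the X at 7, and the other class rules do not apply to the medians. Relative to mitosis the narrow component lost weight at 6, to 0.081 on the X and 0.056 on the autosomes, from 0.275 and 0.270 over all probe sets. Its mean lay away from 0 on the X at 8 (1.09) and on the autosomes at 7 and 8 (-0.67 at each). The class of equal expression thus leans on dim probe sets. RMA intensities carry no measured background here, so dim probe sets, such as those under a mean log2 intensity of 6, can hide changes, and a fold change between dim values is compressed.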

Differences from the paper's values

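With the settings used beside the claims, no value differed from a stated value of the paper by more than 1.5-fold. Under other settings some did, such as testis-biased probe sets over-expressed at a 2-fold change, 37.9% against the paper's 60%. That bound cannot flag differences between shares close to the mitotic level. The paper gives average meiotic expression as 84% of mitotic expression for X-linked and 94% for autosomal genes. By the mean log2 difference it was 92.1% for X-linked and 99.2% for autosomal probe sets here. The X was again lower, but both falls from the mitotic level were smaller than in the paper. The cause was not tested. The paper states that retrogenes from the X were more often over-expressed in meiosis than those moved between autosomes, and more often complementary to their parents, each by a Bayesian test. The shares here lie close to the paper's, but a Fisher exact test over the 27 and 52 pairs gave p = 0.234 and p = 0.469. No alternative gave a p under 0.05 by this test, the lowest being 0.0569 for complementary pairs with calls of limma. The values of Table S2 had been seen when these tests were set. The tests differ in kind: the Fisher test takes the pairs as a sample, with intervals of 51.5 to 84.1% and 42.3 to 68.4% for the over-expressed shares.

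The paper states that a 2-fold threshold does not separate the chromosomes as its model does. Here the under-expressed shares did not differ at that threshold (0.957 points, Fisher exact test, p = 0.196), whereas the over-expressed shares did (-4.47 points, p = 1.3e-10). The 2-fold shares were not compared by level of expression, so a part of the latter difference may reflect level. In the brightest of 10 bins of mean intensity, with 147 X-linked and 1252 autosomal probe sets, the median changes were 0.68 and 0.62.

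Fig. 2 shows sa among the genes of meiosis, from the same arrays and without a stated test, so its values are not in disagreement with those here. Here sa differed by 0.11 between mitosis and meiosis (adjusted p = 0.331), whereas fzo rose by 2.17, and bam, bgcn, schuy, CG31858 and Mst35Bb changed in the directions drawn.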

Other observations

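Transcripts of most testis-specific proteasome subunits rose from mitosis to meiosis, and those of most general subunits fell. Of 13 testis-specific subunits, 11 rose, 1 fell and 1 did not pass (11 and 2 when adjusted over the list alone, median 1.22, camera adjusted p = 1.9e-04, adjusted p = 0.188 with an estimated correlation), among them Prosalpha4T1 (2.06) and Prosbeta5R1 (1.91). Of 19 general subunits, 18 fell and 1 did not pass (19 fell when adjusted over the list alone, median -0.89, camera adjusted p = 7.1e-06, adjusted p = 0.188 with an estimated correlation), with a change of -1.98 for Rpn12. In the next step 8 of the testis-specific subunits fell and 5 did not pass, also when adjusted over the list alone (median -1.25, camera adjusted p = 0.0079, adjusted p = 0.0688 with cyclic loess and 0.533 with an estimated correlation), with a change of -4.28 for Prosalpha4T1, and 18 of the general ones fell and 1 did not pass, also when adjusted over the list alone (median -0.998, camera adjusted p = 5.3e-05, adjusted p = 0.318 with an estimated correlation), with a change of -2.99 for Prosbeta2.

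All 8 measured Y-linked fertility genes rose from mitosis to meiosis, also when adjusted over the list alone (median 1.68, camera adjusted p = 1.3e-04, adjusted p = 0.188 with an estimated correlation), with rises of 2.58 for ORY, 1.98 for WDY and 1.53 for the phosphatase gene Pp1-Y2. In the later step 5 rose, 1 fell and 2 did not pass, also when adjusted over the list alone (median 0.44, camera adjusted p = 0.320). Of 41 cytosolic ribosomal protein genes, 38 fell and 3 rose from mitosis to meiosis, also when adjusted over the list alone (camera adjusted p = 2.9e-11, adjusted p = 0.188 with an estimated correlation), with changes of -1.98 for RpL3 and -1.89 for RpL28, and RpS28a, RpS28-like and RpL10Aa, named after their values were seen, rose by 1.59, 1.5 and 1.25. In the later step 28 fell, 4 rose and 9 did not pass, also when adjusted over the list alone (median -0.34, camera adjusted p = 0.0028, adjusted p = 0.696 with an estimated correlation), with a change of -4.83 for RpL37-2.

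The 6 arrays of a pair of phases make 10 splits into 3 and 3, too few for a share under 0.05, and the tests of splits for counts of probe sets and of lists were chosen after those results were seen. Every other split sets 2 arrays of a phase and 1 of the other against the rest, so a part of the change between phases remains in it. For each of the 4 counts of limma, 1 split of 10, the real one, gave a count as large (4566, 4943, 7100 and 5212 against a highest other of 0). In every other split the change between phases also lies within each group and widens the spread that limma tests against. The counts of 0 therefore do not show what arrays without a phase difference would give. For the number of lists called, 7 of 10 splits gave as many as the real 11 from mitosis to meiosis (highest other 13) and 4 of 10 as many as the real 8 from meiosis to post-meiosis (highest other 9). A split and its mirror exchange over- and under-expression, so for the difference between the X and autosomes the larger of both shares of each other split was taken, by size and whatever its sign. By this count 9 of 10 splits were as large as the real -4.52 for over-expression and 10 of 10 as large as the real 3.97 for under-expression in meiosis relative to mitosis (highest other 8.74 in size), and 10 of 10 for each of the real -2.73 and 2.17 relative to post-meiosis (highest other 9.33). When only differences of the real sign counted, a count added after these were seen, 5 and 6 splits of 10 were as large relative to mitosis and 10 and 1 relative to post-meiosis.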
